# Deep sequencing reveals cell-type-specific patterns of single-cell transcriptome variation

**DOI:** 10.1186/s13059-015-0683-4

**Published:** 2015-06-09

**Authors:** Hannah Dueck, Mugdha Khaladkar, Tae Kyung Kim, Jennifer M. Spaethling, Chantal Francis, Sangita Suresh, Stephen A. Fisher, Patrick Seale, Sheryl G. Beck, Tamas Bartfai, Bernhard Kuhn, James Eberwine, Junhyong Kim

## Abstract

**Background:**

Differentiation of metazoan cells requires execution of different gene expression programs but recent single-cell transcriptome profiling has revealed considerable variation within cells of seeming identical phenotype. This brings into question the relationship between transcriptome states and cell phenotypes. Additionally, single-cell transcriptomics presents unique analysis challenges that need to be addressed to answer this question.

**Results:**

We present high quality deep read-depth single-cell RNA sequencing for 91 cells from five mouse tissues and 18 cells from two rat tissues, along with 30 control samples of bulk RNA diluted to single-cell levels. We find that transcriptomes differ globally across tissues with regard to the number of genes expressed, the average expression patterns, and within-cell-type variation patterns. We develop methods to filter genes for reliable quantification and to calibrate biological variation. All cell types include genes with high variability in expression, in a tissue-specific manner. We also find evidence that single-cell variability of neuronal genes in mice is correlated with that in rats consistent with the hypothesis that levels of variation may be conserved.

**Conclusions:**

Single-cell RNA-sequencing data provide a unique view of transcriptome function; however, careful analysis is required in order to use single-cell RNA-sequencing measurements for this purpose. Technical variation must be considered in single-cell RNA-sequencing studies of expression variation. For a subset of genes, biological variability within each cell type appears to be regulated in order to perform dynamic functions, rather than solely molecular noise.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-015-0683-4) contains supplementary material, which is available to authorized users.

## Background

The transcriptome is a key determinant of the phenotype of a cell [1] but increasing evidence suggests the possibility that large variation in transcriptome states exists across cells of the same type. High variability in single-cell transcripts have been described using various techniques, including targeted amplification [2–4], florescent in situ hybridization or FISH [5] and whole transcriptome assays [6–11]. In addition to variability in expression levels, RNA sequencing from single cells is revealing heterogeneity across different cells in transcript forms such as splice products and 5′ sequences [6–8, 12]. While substantial research has explored the molecular mechanisms of this variation [13–15], a key question remains: how does this transcriptomics variation map to external phenotypic variation? Is gene expression variation explained in part by cell physiological dynamics, such as metabolic phases of the cell like circadian rhythm or cell cycle [16]? Is the expression profile of a morphologically complex neuron more variable than that of a morphologically simpler cell, such as a brown adipocyte? Is there cell-type specificity or gene-class specificity to single-cell variability? To characterize the complexity and pattern of variation at the level of single cells we carried out single-cell RNA sequencing of multiple individual cells from five different mouse tissues, as well as rat samples for two of these tissues, with high depth of coverage. Most estimates of number of mRNA molecules in a mammalian cell suggest under ~300,000 molecules per cell [6]. With ~10,000 expressed genes, the average number of molecules per gene is ~30, suggesting that most of the transcriptome requires deep coverage and careful amplification for quantitative characterization. For this study, we used linear in vitro transcription for RNA amplification and quality controlled the RNA sequencing to include only those samples for which we had at least five million uniquely mapped exonic reads. Using this dataset as well as an extensive control dataset, we developed new analytical routines to carefully characterize patterns of gene expression variability at the single-cell level and dissected the cell-type-specific variability in relation to cell identity. We find evidence that single-cell transcriptome complexity and cell-to-cell variation have cell-type-specific characteristics and that patterns of gene expression variation may be subject to regulation.

## Results

### Single-cell RNA-sequencing datasets

For each single-cell sample, we created a cDNA library after cell isolation that was linearly amplified by the antisense RNA (aRNA) method [17, 18] and then sequenced on the Illumina platform. From an initial 143 cells we identified 107 high quality samples with deep genic coverage, including 13 brown adipocytes, 19 cardiomyocytes, 19 cortical pyramidal neurons and 18 hippocampal pyramidal neurons from embryonic mouse, 8 cortical pyramidal neurons and 8 hippocampal pyramidal neurons from embryonic rat, and 22 serotonergic neurons from adult mouse (Tables S1 and S2 in Additional file 1). 

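Brown adipocytes came from brown fat of embryonic CD-1 mice after 1 day in culture, and cardiomyocytes were sorted from embryonic hearts. Cortical and hippocampal pyramidal neurons were taken from cultures of embryonic C57BL/6 mice, and serotonergic neurons from brain slices of adult mice carrying a fluorescent reporter. The amplified RNA of each cell was made into an Illumina library and sequenced from both ends. The authors aligned the reads to the mouse genome mm9 with RUM, kept those aligned uniquely, and counted them on the exons of RefSeq genes with htseq-count. The counts used here were these, before normalization, over 23353 genes, with the reads outside exons and the ambiguous reads given for each cell. Reads on genes ranged from 6026278 to 49328575 (median 16229930) in the 13 brown adipocytes and from 9761404 to 42279668 (median 18310040) in the 19 cardiomyocytes. The range was 5021756 to 25421952 (median 10947311) in the 19 cortical neurons and 5528141 to 34475448 (median 11106823) in the 18 hippocampal neurons. In the 22 serotonergic neurons it was 5045712 to 54900962 (median 15174109). Reads that htseq-count could not place on a single gene were 0.688% of the assigned reads on average. Normalized counts were divided by size factors, each the median ratio to the geometric mean over the 404 genes with a read in every cell, and relative frequencies were counts divided by the reads on genes. Sample labels gave the TruSeq kit for 13 serotonergic neurons, TruSeq v1 for 4 and the mRNA-Seq kit for 5, whereas Table S2 gives TruSeq for all of them. Each sample was 1 cell, and neither the paper nor the labels name the animal, litter or culture it came from. Cell types were therefore described by the mean ± SD over cells without a p-value, while the paper's tests took cells as replicates. Amplified reads are not independent molecules, so all confidence intervals cover counting error only.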

(Rat samples are included in cross-species comparisons, with primary analyses on mouse samples only. Unless otherwise specified, results are based on mouse data.) 

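Rat neurons came from embryonic cortical and hippocampal cultures, with 8 cells of each region. The authors aligned these reads to the rat genome rn5 with STAR and counted them on 17081 genes. Reads on genes ranged from 4367992 to 16147760 (median 6371541) in the cortical cells and from 8340766 to 26978199 (median 15037647) in the hippocampal cells. Of the 16 cells, 2 cortical cells had 4367992 and 4534872 reads, fewer than 5000000, and the other 14 had more. Mouse and rat genes were matched by identical symbols regardless of case, which paired 13928 genes, because the homologue table named in the methods was not used here. Numbers of expressed genes were compared between rat and mouse cells after thinning to 4000000 reads, while common genes and F-statistics of both species were taken from all reads.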

Several experimental parameters vary along with cell type, including age, collection method and culture conditions (as detailed in Materials and methods). In fact, since individual cells are the measurement units, all of our cell-type comparisons are confounded by the natural cell-specific phenotypes, such as lipid content and cell size. Such confounding is unavoidable at this level and interpretation of transcriptome characteristics should, therefore, all include this caveat. Nevertheless, each cell-type dataset is internally consistent (Table S1 in Additional file 1). In the resulting dataset, the average sample has a depth of 57 million reads with 17 million uniquely aligned to exons (minimum of 5 million unique exonic reads). 

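Over the 107 cells, reads on exons averaged 17086360 with a median of 13753119. The 91 mouse cells averaged 17906257, and the shallowest of them, a cortical neuron, had 5021756. The smallest total was 4367992, in a rat cortical neuron. Total reads sequenced, including those not aligned, were not analysed here.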

Using these uniquely aligned reads, we assigned read counts to RefSeq annotated genes and normalized the dataset to mitigate differences in sequencing library depth [19]. Saturation curves generated by randomly subsampling reads for individual samples to generate synthetic replicates over a broad range of total depth demonstrate that little sensitivity is gained at increasing depth of coverage beyond five million unique exonic reads, suggesting sufficient depth (Figure S1a in Additional file 2). Additionally, within our range of coverage, we do not observe a relationship between the number of detected genes and the read depth (Figure S1b in Additional file 2). 

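The number of genes expected at a given depth was computed for each mouse cell from its counts by sampling without replacement. At 5000000 reads a cell kept 90.2% ± 6.43 (SD, n = 91) of the genes it showed at its full depth. The share kept was 93.6% on average in hippocampal neurons, 92.9% in cortical neurons and 91.9% in cardiomyocytes. It was 86.6% in brown adipocytes and 85.7% in serotonergic neurons, where the lowest cell kept 66.3%. At 2500000 reads the mean over all cells was 83.8%, and at 1000000 it was 75.6%. Each share is relative to the cell's own full depth.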

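Within cell types, the number of expressed genes had a rank correlation with reads on genes of 0.011 in brown adipocytes (r = 0.184), −0.112 in cardiomyocytes (r = −0.155), −0.146 in cortical neurons (r = −0.153) and 0.158 in hippocampal neurons (r = 0.339). Without the 2 cells farthest from the median depth, r was −0.492, −0.151, −0.0878 and 0.124, in that order of types. In the 22 serotonergic neurons rho was 0.791 and r was 0.855, and r was 0.797 without the 2 farthest cells. These cells fell into library kits: the 5 cells of the mRNA-Seq kit averaged 49484108 reads and 10463 genes (8615 to 11830, n = 5), and the 4 of TruSeq v1 had 4674 ± 1259 (SD, n = 4) genes. Among the 13 cells of the TruSeq kit, with 6726 ± 949 (SD, n = 13) genes, rho was 0.214 and r was 0.328, so the pooled relation did not hold within that kit. The other kits held too few cells for a value. No p-value is given because the cells' animals are unnamed. In the dilution controls rho was 0.252 at 10 pg (n = 12, permutation p = 0.433, two-sided), 0.183 at 50 pg (n = 9, exact p = 0.644) and 0.233 at 100 pg (n = 9, exact p = 0.552). Adjusted over these 3 relations (Benjamini-Hochberg), each of these permutation p-values was 0.644. The corresponding r values were 0.294, 0.182 and 0.185 (permutation p = 0.363, exact p = 0.637 and 0.622), each 0.637 after the same adjustment. Without the 2 farthest controls of each amount r was 0.0688, 0.532 and 0.370. Counting genes with at least 10 reads, rho at 10 pg was 0.622 (n = 12, permutation p = 0.0355, two-sided, 0.106 adjusted over the 3 amounts) and r was 0.771 (permutation p = 0.00495, adjusted 0.0148), against 0.347 without the 2 farthest controls. At 50 and 100 pg rho was then 0.517 and 0.433 (n = 9 each, exact p = 0.162 and 0.250, adjusted 0.243 and 0.250), and r was 0.419 and 0.327 (exact p = 0.252 and 0.378, each 0.378 adjusted).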

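Principal components were computed on arcsine-transformed relative frequencies of the 22527 genes with a read in any mouse cell. The leading 3 components held 19.8%, 9.22% and 6.54% of the variance. On them the nearest neighbour of 86 of the 91 cells was a cell of the same type, which is 94.5% (exact 95% interval 87.6% to 98.2%). All 13 brown adipocytes, 19 cardiomyocytes and 22 serotonergic neurons lay next to their own type, as did 17 of 19 cortical and 15 of 18 hippocampal neurons. With log10 of normalized counts in place of the arcsine transform the share was 87.9%, the setting that moved it most.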

Principle components analysis projection of the 91 cells largely segregates the five cell types (Fig. 1a). We examined expression levels for a curated list of marker mRNAs expected in serotonergic neurons, pyramidal neurons, brown adipocytes and cardiomyocytes to validate the quality and identity of our samples (Fig. 1b). When clustered on these expression profiles the samples form coherent cell-type groups as expected, confirming dataset quality (Figure S1c in Additional file 2). 

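Hierarchical clustering of the 91 cells on log10 normalized counts of the 50 genes of Fig. 1b, 44 markers and 6 housekeeping genes, grouped them by type. With 4 clusters, the pyramidal neurons of both regions, the serotonergic neurons, the cardiomyocytes and the brown adipocytes each formed a cluster of their own. With 5 clusters, 19 cortical and 18 hippocampal neurons stayed together and the serotonergic neurons divided into 8 and 14 cells.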

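Of the 44 markers in Fig. 1b, 36 had their highest mean normalized count in the type they mark. This held for 8 of 8 serotonergic, 10 of 10 brown adipocyte, 12 of 14 cardiomyocyte and 6 of 12 pyramidal markers. The pyramidal markers Snap25, Syt1, Mtap2, Gria2, Elavl2 and Slc12a5 were highest in serotonergic neurons, and the cardiomyocyte markers Srf and Mkl1 in hippocampal neurons. Reads in another type were found for 43 markers, all except Cfd. Tph2 had 68421 ± 64898 (SD, n = 22) normalized counts in serotonergic neurons and 34.4 in the other cells, 28 of 69 of which had a read. Actc1 had 165480.2 ± 64094 (SD, n = 19) in cardiomyocytes against 17.9 elsewhere, with a read in 36 of 72 cells. Ucp1 averaged 14652 ± 20039 (SD, n = 13) in brown adipocytes and 83.0 elsewhere, with a read in 26 of 78 cells. Neurod6 had 5324 ± 5858 (SD, n = 37) in pyramidal neurons and 0.0393 elsewhere, with a read in 4 of 54 cells.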

While each cell type demonstrates a characteristic transcriptome profile enriched in expected marker mRNAs, we note that marker gene expression is rarely if ever limited to the expected cell type. As observed elsewhere, this suggests that multi-genic expression may better characterize cell types than expression of individual genes [20, 21]. In addition, some marker genes demonstrate substantial variability within the relevant cell type, suggesting that absolute expression levels of a small number of genes is not likely a critical determinant of cellular phenotype [21, 22]. 

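Within the type it marks, a marker had a coefficient of variation between 0.387 (Actc1 in cardiomyocytes) and 2.81 (Slc17a8 in serotonergic neurons), with a median of 0.957 over the 44 genes. A read was found in every cell of the marked type for 33 of them. Slc17a8 averaged 1239 ± 3485 (SD, n = 22) normalized counts and was seen in 12 of 22 serotonergic neurons. Mkl1 averaged 25.3 and was seen in 9 of 19 cardiomyocytes. Gad1 averaged 32445 ± 40815 (SD, n = 37) in pyramidal neurons, 51265 in cortical and 12578 in hippocampal cells.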

We additionally prepared 30 control samples, amplifications of bulk total cardiomyocyte RNA diluted to single-cell quantities. 

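The controls were amplified from total RNA of adult male C57BL/6 heart, diluted to 10 pg (12 samples), 50 pg (9) or 100 pg (9), and made into stranded TruSeq libraries. Alignment and counting were as for the mouse cells. Reads on genes ranged from 9384701 to 19909251 (median 13664247) at 10 pg, from 5558136 to 23071694 (median 12707654) at 50 pg and from 6674766 to 16972378 (median 11581358) at 100 pg. By the methods the control libraries are replicate amplifications of a single RNA, so tests among them speak of dilution and amplification, not of animals. At 50 and 100 pg the labels fall into a pair of naming series, one with the prefix HRTms (9 samples) and one with letters (9 samples), which were treated as possible batches. From 10 pg, 8811 ± 349.8 (SD, n = 12) genes had a read, from 50 pg 10208 ± 719 (SD, n = 9) and from 100 pg 11360 ± 696 (SD, n = 9). The difference between 100 and 10 pg was 2549 genes (exact permutation test, two-sided, p = 6.8e-06, the smallest it can give, and 2.04e-05 after Benjamini-Hochberg adjustment over 3 comparisons). At 4000000 reads per sample this difference grew to 2967 genes. In both larger amounts the HRTms samples had more genes, 10709 ± 354.3 (SD, n = 5) against 9581 ± 519 (SD, n = 4) at 50 pg and 12014 ± 416 (SD, n = 4) against 10837 ± 263 (SD, n = 5) at 100 pg.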

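Pearson correlations of log10 normalized counts were taken over all pairs of controls of 1 amount and over the 17954 genes with a read in any control. Their median was 0.679 at 10 pg (0.656 to 0.730), 0.75 at 50 pg (0.724 to 0.800) and 0.809 at 100 pg (0.795 to 0.858). These are correlations across genes, which are not independent replicates. At 50 pg, pairs within a label series had a median of 0.784 and pairs across series 0.748, and at 100 pg the values were 0.806 and 0.813. Restricted to the genes above the expression threshold the 10 pg value was 0.476. Without the log, a setting chosen after the values were seen and the one that moved it most, it was 0.926.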

All dilution replicates passed quality control thresholds and the set demonstrates high pairwise correlations (Tables S1 and S2 in Additional file 1; Figure S1d, e in Additional file 2). 

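Among single cells, the median pairwise correlation of log10 normalized counts, over the 22527 genes with a read in any mouse cell, was 0.851 in hippocampal neurons, 0.739 in cardiomyocytes and 0.714 in cortical neurons. It was 0.548 both in brown adipocytes (0.383 to 0.769) and in serotonergic neurons. The 10 pg controls therefore lay above 2 of the 5 cell types and below 3, on the log scale and with different sets of genes for controls and cells. TMM scaling kept this order, with 0.661 for the 10 pg controls and 0.875, 0.736, 0.721, 0.506 and 0.501 for hippocampal neurons, cardiomyocytes, cortical neurons, brown adipocytes and serotonergic neurons. On counts without the log, an alternative chosen after the values were seen, every control amount lay above every cell type, with a median of 0.926 at 10 pg and at most 0.779 in cells.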

Compared with single cells, the dilution controls demonstrate generally larger pairwise correlations (Figure S1d in Additional file 2). For details on dataset preparation, see "Materials and methods" below.

**Fig. 1:**
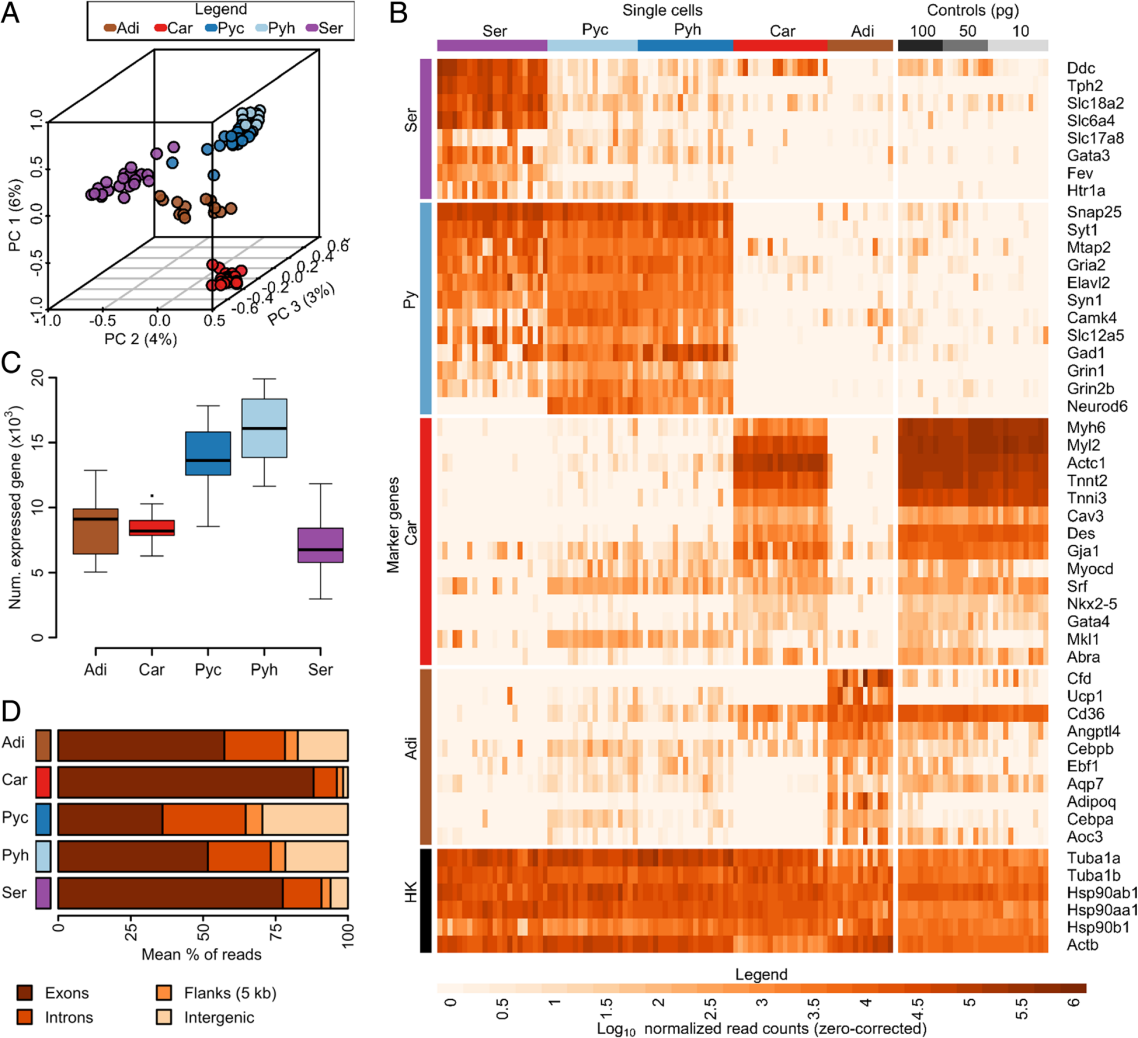
Single-cell dataset and transcriptome characteristics. **a** Low dimensional projection of single-cell transcriptome data. Axes were selected using principle component (*PC*) analysis of expression data. Relative frequencies of read counts were variance stabilized by arcsine transform. Genes with zero read count in all cells were excluded. Values in parentheses by each axis are percentage standard deviation explained by that axis. **b** Expression of marker genes (rows) selected from the literature [58–63] for all mouse samples (columns). **c** The number of expressed genes by cell type. **d** Average percentage of reads falling within annotated exons, introns, gene flanking regions and intergenic regions by cell type. Dilution control started with 100 pg (*100*), 50 pg (*50*), or 10 pg (*10*) total cardiomyocyte RNA. Abbreviations: *Adi* brown adipocyte; *Car* cardiomyocyte; *HK* housekeeping; *Py* pyramidal neuron; *Pyc* pyramidal neuron, cortex; *Pyh* pyramidal neuron, hippocampus; *Ser* serotonergic neuron, dorsal raphe

### Single-cell transcriptome complexity

Averaged over all 91 cells, we observed 10,796 expressed genes per cell with 50 % of reads in a cell covering the 432 most highly expressed genes. 

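A gene was called expressed in a cell with at least 1 read. Over the 91 cells, 10796 ± 4167 (SD, n = 91) genes were expressed, from 2977 in a serotonergic neuron to 19898 in a hippocampal neuron. By type the numbers were 8489.8 ± 2245 (SD, n = 13) in brown adipocytes, 8415 ± 1068 (SD, n = 19) in cardiomyocytes and 7202 ± 2217 (SD, n = 22) in serotonergic neurons. Cortical neurons had 13953 ± 2414 (SD, n = 19) and hippocampal neurons 16032 ± 2762 (SD, n = 18). The genes holding 50% of a cell's reads numbered 432 ± 189 (SD, n = 91), between 120 and 1017. Setting aside each cell's 10 most abundant genes raised the mean to 518, the setting that moved this result most.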

The most abundant expressed gene comprises 2 % of reads on average, over 1000 times more than the median gene. 

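The most abundant gene of a cell held 2.12% ± 1.81 (SD, n = 91) of its reads on genes, from 0.598% to 13.7%. Its count exceeded the median count of the cell's expressed genes by a factor with a median of 1527 over cells, a mean of 8099 and a minimum of 388. By mean share the leading genes were Fth1 in brown adipocytes with 2.05% ± 3.59 (SD, n = 13), Actc1 in cardiomyocytes with 1.54% ± 0.509 (SD, n = 19) and Tuba1a in cortical neurons with 1.27% ± 1.04 (SD, n = 19). Tmsb4x led in hippocampal neurons with 0.949% ± 0.378 (SD, n = 18) and the ribosomal RNA gene Rn45s in serotonergic neurons with 1.36% ± 1.37 (SD, n = 22).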

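A gene was called private when exactly 1 of the 91 cells had a read on it. Of the 22527 genes with a read in any cell, 371 (1.65%) were private, and they lay in 58 cells. Per cell, private genes were 0.0268% of the expressed genes on average. Requiring at least 2 reads in that cell, with none in the others as before, left 175 private genes. With 2 reads as the rule in all cells, so that single reads elsewhere were ignored, there were 596, a setting added after the values were seen. In 196 of the 371 genes (52.8%) the call rested on 1 read, and 35 genes had 10 reads or more.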

Most expressed genes are observed in multiple cells, with a small fraction (0.027 %) of private genes expressed only in a single cell. We found pyramidal neurons (cortical and hippocampal cells) comprised a distinct transcriptome complexity group compared with the other three cell types. 

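The 37 pyramidal neurons had 7025 more expressed genes on average than the 54 cells of the other types, with SDs of 2762 and 1964. The pyramidal cell had more genes in 98.3% of all pairs of 1 pyramidal and 1 other cell. With at least 10 reads required the means were 11349 and 5842, and with every cell thinned to 5000000 reads they were 13967 and 6989. Among cells made with the TruSeq kit and read on the HiSeq 2000, 18 cortical neurons averaged 13816 genes and 41 brown adipocytes, cardiomyocytes and serotonergic neurons 7930.0, a difference of 5885.5.

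**Figure D1:**
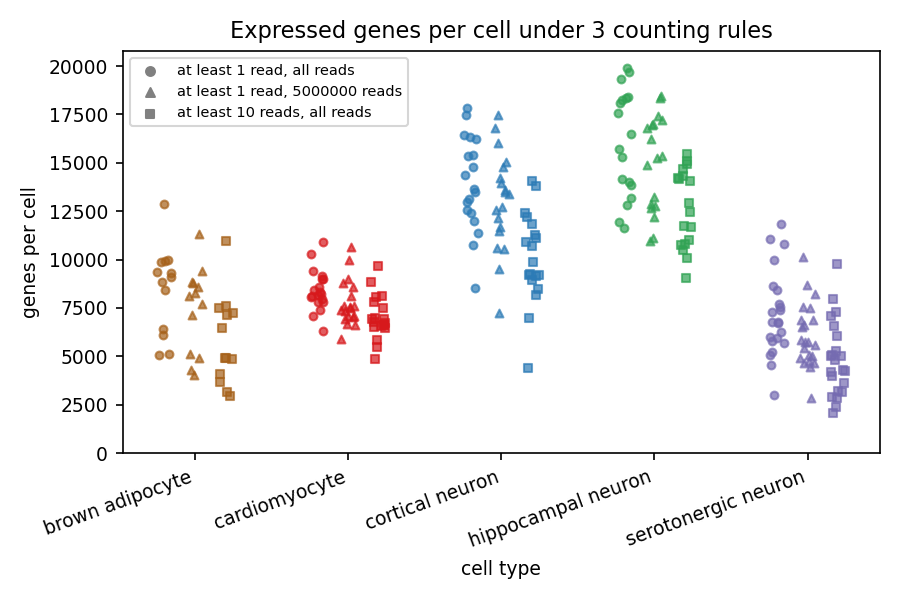
Expressed genes per cell (vertical axis) by mouse cell type (horizontal axis). Each point is 1 cell under 1 of 3 rules, and in every rule the cortical and hippocampal neurons lie highest, with means over both of 14964, 13967 and 11349 genes.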

The number of expressed genes observed is significantly greater in pyramidal neurons (average of 14,964 genes) than in cells of the other three types (average of 7,939 genes, Welch’s t-test Bonferroni-corrected *p* < 0.05; Fig. 1c; Table S3 in Additional file 1). 

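The genes holding 50% of the reads averaged 612 ± 131 (SD, n = 37) in pyramidal neurons and 308 ± 103 (SD, n = 54) in the other cells. Brown adipocytes had 329.5 of them, cardiomyocytes 315, serotonergic neurons 290.3, cortical neurons 598 and hippocampal neurons 628. A pyramidal cell exceeded a cell of another type in 96% of pairs. Private genes per cell numbered 9.03 ± 8.05 (SD, n = 37) in pyramidal neurons and 0.685 ± 1.20 (SD, n = 54) in the others. Their spread over pyramidal neurons was nearly as large as their mean.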

Significantly more genes were covered by 50 % of reads in pyramidal neurons compared with the other cell types and pyramidal neurons had higher numbers of private genes than the other cell types (Welch’s t-test Bonferroni-corrected *p* < 0.05; Table S3 in Additional file 1; Figure S1f, g in Additional file 2). Pyramidal neurons as a group displayed a larger fraction of reads mapping to non-exonic regions, especially the cortical cells, for which more than 60 % of reads mapped to introns and other non-coding sequences compared with a 42 % average for all cell types (Fig. 1d). 

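The share of assigned reads that lay outside exons was 70.0% ± 12.0 (SD, n = 19) in cortical neurons and 54.3% ± 21.1 (SD, n = 18) in hippocampal neurons. It was 46.4% ± 19.9 (SD, n = 13) in brown adipocytes, 27.9% ± 11.6 (SD, n = 22) in serotonergic neurons and 15.8% ± 4.66 (SD, n = 19) in cardiomyocytes. The mean over all cells was 42% ± 24.4 (SD, n = 91), and over pyramidal neurons 62.3% ± 18.6 (SD, n = 37). Introns, flanks and intergenic regions were not separated in the counts. Within types, this share and the number of expressed genes had a rank correlation of 0.470 (r = 0.566) in cortical neurons and 0.319 (r = 0.366) in hippocampal neurons. Without the 2 farthest cells r was 0.510 and 0.266. The rank correlations were −0.214 in brown adipocytes (r = −0.173), −0.0596 in cardiomyocytes (r = −0.0306) and −0.0367 in serotonergic neurons (r = 0.0233).

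**Figure D2:**
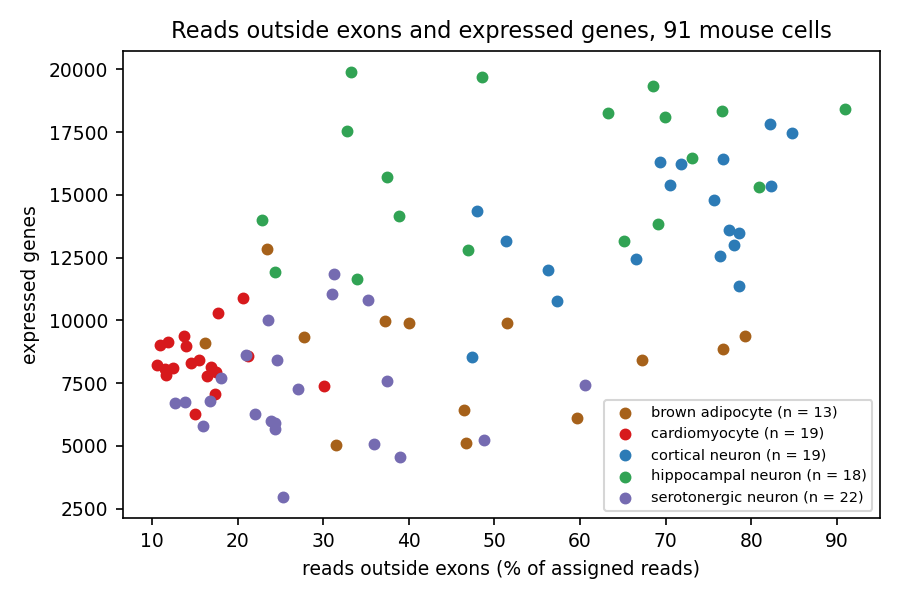
Reads outside exons as a percentage of assigned reads (horizontal axis) and expressed genes (vertical axis), with 1 point per mouse cell coloured by type. Cortical neurons lie farthest to the right, with a mean of 70.0%, and cardiomyocytes farthest to the left, with 15.8%.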

The large portion of non-exonic sequences for all cell types is consistent with reports based on bulk data demonstrating that much of the genome is transcribed [23]. The larger percentage of non-coding sequences in pyramidal neurons is also in line with previous reports of long 3′ untranslated regions (UTRs) in the mammalian brain [24], with terminals well beyond annotated ends [25], and reports of intron retention in single neurons [7].

It is possible that difference in cell size and numbers of RNA molecules might affect detection sensitivity across cell types. While the cell sizes of the cell types used in this study have not be directly assessed, it is estimated that mammalian cells cover an eight-fold range in volume (BNID 100434 [26]). To adjust for this possible bias, we assumed an eight-fold difference in size between pyramidal neurons and other cell types and applied a corrected detection sensitivity threshold of eight times the minimum relative frequency observed in a given pyramidal sample, ignoring all genes below this threshold (validated on control data; Table S3 in Additional file 1; Figure S1h in Additional file 2). 

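The correction was tried on the controls, where the ratio of RNA amounts is known. With 10 times the smallest relative frequency as the limit, the 100 pg controls had 9198 ± 731 (SD, n = 9) genes against 8811 at 10 pg, a difference of 387 (exact permutation test, two-sided, p = 0.128). With 2 times the limit, 100 pg gave 10586 ± 661 (SD, n = 9) genes against 10208 at 50 pg, a difference of 378 (exact permutation test, two-sided, p = 0.263). With the labels permuted within the naming series, a test added after the values were seen, the mean difference within series was 499.8 genes (exact permutation test, two-sided, p = 0.0164), so the correction left a difference between these amounts. The 10 pg controls carry no naming series. In pyramidal neurons the limit of 8 times the smallest relative frequency corresponds to 8 reads.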

After correction all pairwise comparisons remain significant, with the exception of the brown adipocytes and cortical pyramidal neurons pair (Table S3 in Additional file 1; Figure S1h in Additional file 2).

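After the 8-fold correction, pyramidal neurons had 11685 ± 2583 (SD, n = 37) genes, 3746 more than the other types. With a 16-fold limit the difference was 2687 genes and with a 4-fold limit 4798. Corrected cortical neurons had 10435 ± 2377 (SD, n = 19) genes, 1945 more than brown adipocytes, a difference smaller than the SD of either type. The cortical cell was higher in 72.1% of these pairs of cells, in 82.6% of pairs with cardiomyocytes and in 84.0% of pairs with serotonergic neurons. Corrected hippocampal neurons had 13005 ± 2135 (SD, n = 18) genes, 4515 more than brown adipocytes, and were higher in 94.0% of pairs.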

Of the 371 genes found expressed in only one cell, 334 are in pyramidal neurons. These genes include 50 olfactory receptors genes, 10 vomeronasal receptors and 9 additional genes annotated with function in cell surface receptor-linked signaling, consistent with the hypothesis that these molecules create cell diversity within the central nervous system (Additional file 3; see Materials and methods for annotation sources). 

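Private genes numbered 174 in hippocampal neurons, 160 in cortical neurons, 22 in brown adipocytes, 8 in serotonergic neurons and 7 in cardiomyocytes. Pyramidal neurons, 40.7% of the cells, thus held 90.0% of them (exact 95% interval 86.5% to 92.9%). The same 371 genes are listed in Additional file 3. The median private gene had 1 read and the largest 1202. Of the 35 private genes with at least 10 reads, 26 were in pyramidal neurons. From the private genes, the larger number of expressed genes and the greater non-coding share, the paper proposes a transcriptional complexity particular to pyramidal neurons.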

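By symbol, 52 private genes were olfactory receptors (Olfr), 49 of them in pyramidal neurons, and 10 were vomeronasal receptors (Vmn or V1r), 9 of them in pyramidal neurons. Of these receptor genes, 36 rested on 1 read, and the largest had 28 reads. Olfactory receptor genes were not limited to private calls: 1069 of the 1122 in the annotation had a read in some cell. A hippocampal neuron had a read on 275.3 of them on average and a cortical neuron on 189.5. The mean was 29.3 in brown adipocytes, 11 in serotonergic neurons, 3.37 in cardiomyocytes and 15.2 in the 10 pg controls of heart RNA. Of 337 vomeronasal receptor genes, 100.6 were read per hippocampal and 83.4 per cortical neuron.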

The presence of a large number of private genes, more detected genes, and greater non-coding expression all suggest unique transcriptional complexity in pyramidal neurons. While tissue studies have observed such complexity in the brain, here we identify this as a property of individual cells, not simply that of a highly diverse cellular population [24]. These data demonstrate that global transcriptome characteristics differ between cell types. We speculate that the broad transcription observed in single cortical and hippocampal neurons may be relevant for the phenotypic plasticity demonstrated by these cells, in contrast to the narrower functional repertoire required of heart and fat cells.

### Consistent gene expression across single cells

Despite global transcriptional differences across cell types, we anticipated that all cells would constitutively express a subset of genes necessary for basic cell function. 

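The 404 genes with a read in every one of the 91 cells were the genes listed in Additional file 3. They held 23.8% ± 3.64 (SD, n = 91) of a cell's reads, from 21.9% on average in hippocampal neurons to 27.2% in cardiomyocytes. Gnas had the highest minimum, with at least 7489 normalized counts in every cell and a mean of 37957 ± 32307 (SD, n = 91). Ribosomal protein genes (Rpl and Rps) made up 65 of them. The lowest count was under 10 reads for 246 of these genes and was 1 read for 79. Requiring at least 10 reads in every cell left 158 genes, the change of rule that moved the number most. Of the 404, 391 also had a read in all 30 dilution controls.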

We identified 404 genes with evidence of expression in all 91 single cells (Additional file 3). Indeed, this set is enriched in functional annotations associated with housekeeping genes (hypergeometric test Bonferroni-corrected *p* < 0.05; Fig. 2a). We reasoned that if this gene set is critical for basic cell function, then gene disruption should be highly detrimental at an organismal level. We found that genes commonly expressed across all cell types are significantly more likely than remaining genes to be categorized as prenatal lethal, consistent with previous suggestions that genes whose deletion is lethal demonstrate low expression noise (Fig. 2b; Table S4 in Additional file 1) [13].

**Fig. 2:**
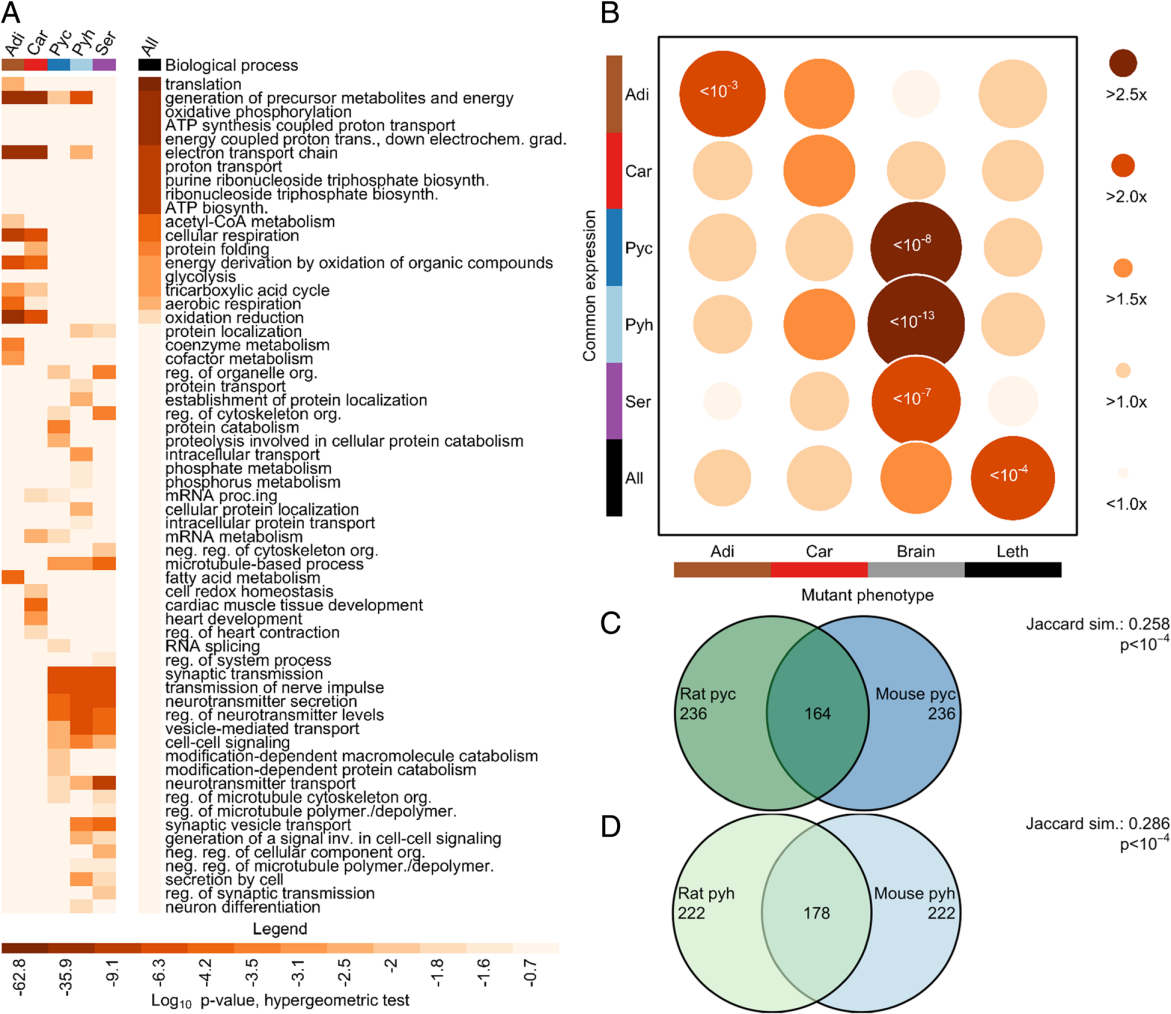
Phenotypic importance of genes with consistent expression. **a** Enriched Gene Ontology biological process categories across commonly expressed genes. Category abbreviations: *biosynth.* biosynthetic; *cmpd.* compound; *depolymer.* depolymerization; *deriv.* derivation; *dev.* development; *gen.* generation; *metab.* metabolites; *org.* organization; *oxid.* oxidation; *polymer.* polymerization; *prec.* precursor; *proc.* process; *reg.* regulation; *synth.* synthesis. **b** Association of common gene expression (rows) and mutant phenotypes (columns). Mammalian Phenotype Ontology phenotypes were grouped for affecting brown adipose tissue (*Adi*), myocardial tissue (*Car*), or brain tissue (*Brain*), or causing prenatal lethality [47, 48] (Table S7 in Additional file 1). Circle size indicates enrichment of phenotypic category in commonly expressed genes. Bonferonni-corrected *p* values are included for significant chi-square tests. **c, d** Overlap of common genes across species for cortical (c) and hippocampal (d) pyramidal neurons. *P* values were calculated by random sampling (see Materials and methods). Sample sizes and abbreviations: brown adipocyte (*n* = 13, *Adi*); cardiomyocyte (*n* = 19, *Car*); pyramidal neuron, cortex (mouse *n* = 19, rat *n* = 8, *Pyc*); pyramidal neuron, hippocampus (mouse *n* = 18, rat *n* = 8, *Pyh*); serotonergic neuron, dorsal raphe (*n* = 22, *Ser*)

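Genes read in every cell of a type, apart from those read in all types, numbered 8465 in hippocampal neurons, 4689 in cortical neurons, 2574 in cardiomyocytes, 1392 in brown adipocytes and 454 in serotonergic neurons. Ranking them by the minimum normalized count gave the same 400 genes per type as Additional file 3. Lpl led in brown adipocytes with a minimum of 73747 and a mean of 231643 ± 214434 (SD, n = 13), and Actc1 in cardiomyocytes with a minimum of 72229. Mtap1b led in cortical neurons with a mean of 28034 ± 16549 (SD, n = 19), Rtn1 in hippocampal neurons with 41959.8 ± 11665 (SD, n = 18) and Snap25 in serotonergic neurons with 80032 ± 36314 (SD, n = 22). Ranking by relative frequency instead shared between 365 and 388 of the 400 genes. Cortical and hippocampal lists shared 197 genes, hippocampal and serotonergic lists 153, and brown adipocyte and serotonergic lists 9.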

To examine commonly expressed genes within each of the five cell types, we selected the 400 highest expressed genes (defined by the minimum value in any cell) for each cell type, excluding the 404 universally expressed genes (Additional file 3). Because these gene subsets demonstrate common expression within cells of each type, we hypothesized phenotypic importance. As expected, this set of genes is enriched in annotations associated with cell-type-specific function, such as fatty acid metabolism, cardiac muscle tissue development, neuron differentiation and synaptic transmission (hypergeometric test Bonferroni-corrected *p* < 0.05; Fig. 2a). These genes are significantly more likely than expressed background to produce tissue-specific phenotypes on mutation but not to result in prenatal lethality (Fig. 2b; Table S4 in Additional file 1), with the exception of cardiomyocytes, which are proliferating and whose highly expressed genes are dominated by cell cycle function. The majority of commonly expressed genes, within each cell type and those that are universal in expression, do not have published phenotypic annotation and present a potential resource for disease association studies.

If common expression across single cells is indicative of critical gene function, this expression pattern may be conserved across species. We identified commonly expressed genes in rat cortical and hippocampal pyramidal neurons and compared them with the commonly expressed genes in mouse cortical and hippocampal pyramidal neurons (restricting analysis to unambiguous homologues and excluding homologues of universally expressed genes). 

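Lists of the 400 genes with the highest minimum in mouse and in rat were compared over symbol-matched genes. Cortical lists shared 162 genes, a Jaccard index of 0.254, and hippocampal lists shared 172, an index of 0.274. Random lists of the same size gave a median of 0.0165 for cortex and 0.0178 for hippocampus, and none of 10000 reached the observed value. Random lists matched on mean expression gave 0.154 and 0.178, with maxima of 0.199 and 0.225, so expression level alone accounted for at least part of the overlap. With 20 bins over 11881 and 11530 genes, a bin is wider than a list of 400. The match is thus loose among the highest genes, and overlap beyond expression level is not settled by it. Lists of 200 genes gave 0.201 and 0.231, and ranking by the mean count gave 0.309 and 0.278. Lists of unlike cells overlapped as well: rat cortical with mouse hippocampal neurons 0.266, and rat hippocampal with mouse cortical neurons 0.272. For mouse serotonergic neurons the indices were 0.179 with the rat cortical and 0.198 with the rat hippocampal list, and for mouse brown adipocytes 0.0884 and 0.10.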

The identities of cell-to-cell commonly expressed genes in each species show highly significant overlap (random sampling *p* < 10^−4^; Fig. 2c, d). That is, if a mouse gene tends to be commonly expressed in all pyramidal neurons (but not in every cell type), its rat homolog also tends to be commonly expressed, providing additional support that commonly expressed genes perform critical functions.

### Single-cell transcriptome variation

Because technical variability from single-cell RNA-sequencing measurements depends on their expression levels [27], we used the dilution replicates to determine a reliable range of gene expression before performing quantitative analyses (Figure S2a–d in Additional file 4). Examining replicates beginning with 10 picograms (pg) of total RNA (comparable to a single cell) [28], we identified an expression level that meets four reliability criteria: (1) at least 50 % of genes have no missing values in all dilution replicates (Figure S2a in Additional file 4); (2) variation across all single-cell samples is larger than twice that observed across dilution replicates (Figure S2 in Additional file 4); (3) variation across dilution replicates is approximately normally distributed (Figure S2c in Additional file 4); and (4) log read depth to log expression rank shows a consistent functional relationship (Figure S2d in Additional file 4). All criteria result in similar expression level thresholds: relative frequencies ranging from 2.6 × 10^−5^ to 6.3 × 10^−5^, corresponding to 328 to 789 reads. These conservative thresholds indicate reliable quantification of around four to nine input molecules. 

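In the 12 controls of 10 pg, at least 50% of the genes were seen in all samples above a relative frequency of 2.62e-05, which is 358 reads at the controls' mean depth. The variance over the 91 cells exceeded 2 times that of the controls above 3.13e-05 (428.5 reads). The median Shapiro-Wilk p over genes passed 0.01 above 6.28e-05 (859 reads). The relation of read depth to expression rank was not evaluated. At 150000 mRNA molecules per cell, the number the paper assumes, the lowest of these levels corresponds to 3.93 molecules and the highest to 9.42. The paper excludes genes below the most stringent of its levels from its analyses of variation.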

Approximately 25–37 % of the expressed transcriptome in a single cell is expected to have more than four to nine molecules (assuming 150,000 total mRNA molecules in a cell). 

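Per mouse cell, 37.5% ± 7.07 (SD, n = 91) of the expressed genes lay above a relative frequency of 2.6e-05 and 25.5% ± 5.54 (SD, n = 91) above 6.3e-05. Genes above the latter held 80.3% of the reads on genes. By the mean over cells of a type, 3387 genes passed it in cortical neurons, 3297 in hippocampal neurons, 3284 in serotonergic neurons, 3253 in brown adipocytes and 2830 in cardiomyocytes. In the 10 pg controls 1942 genes passed.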

For analyses below, we excluded genes with expression level below the most stringent threshold (relative frequency of 6.3 × 10^−5^). 

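Genes seen in all 9 replicates made up 50% above a relative frequency of 1.53e-05 at 50 pg and of 8.06e-06 at 100 pg. By the normality criterion the levels were 1.42e-05 at 50 pg and 5.98e-06 at 100 pg. The variance criterion was met down to 5.2e-09 and 4.33e-09, levels below 1 read.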

Note that use of thresholds based on replicates beginning with 10 pg of total RNA is conservative: thresholds selected for dilution replicates beginning with 50 or 100 pg of total RNA occur at lower expression levels (Figure S2a–d in Additional file 4).

To characterize the extent of single-cell expression variation within each cell type, we calculated the ratio of biological variation over experimental variation observed at matched expression level (studentized F-statistic). This metric is a measure of total variation across single-cell samples (a combination of biological and experimental variation) relative to experimental variation. At a given expression level, larger values indicate larger biological variation. Briefly, we summarized the dependence of experimental variation (calculated across 10 pg dilution replicates) on expression level by computing a sliding window median (Figure S2e in Additional file 4). We scaled variation across single-cell samples by this sliding median value at matched expression level (Figure S3a–f in Additional file 5). As a negative control, we also calculated this statistic for dilution controls (Figure S3g–i in Additional file 5). For further details, see Materials and methods. We note that experimental variation (for the dilution controls, a combination of dilution and technical variation) depends on the gene-specific levels of RNA and the total amount of RNA (Figure S3g–i in Additional file 5; Fig. 3a). 

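The F-statistic here was the variance of relative frequencies over samples divided by the median variance of the 10 pg controls in a window of 500 genes of like expression. Its median was 1.02 over the 10 pg controls, 0.595 over the 50 pg controls and 0.305 over the 100 pg controls, each over its genes above the threshold. Variability thus fell with the amount of RNA at the start. By the methods 1 heart RNA was diluted, but the labels mention a shared tube for 50 and 100 pg only, and the 10 pg controls belong to neither naming series, so a batch of their own cannot be separated from the amount. A gene could depart far from the curve: Rn45s had an F-statistic of 7027 in the 10 pg controls, where it held 4.49% ± 2.88 (SD, n = 12) of the reads. On simulated counts with a planted ratio of 20, the statistic recovered 25.4 when the noise was normal and 9.22 when it was skewed.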

Differences in cell size could confound F-statistic distribution with total RNA effects. Because differences in total RNA molecules numbers for the different cell types are unknown, we use the F-statistic only to examine relative differences in gene expression variation within each cell type.

**Fig. 3:**
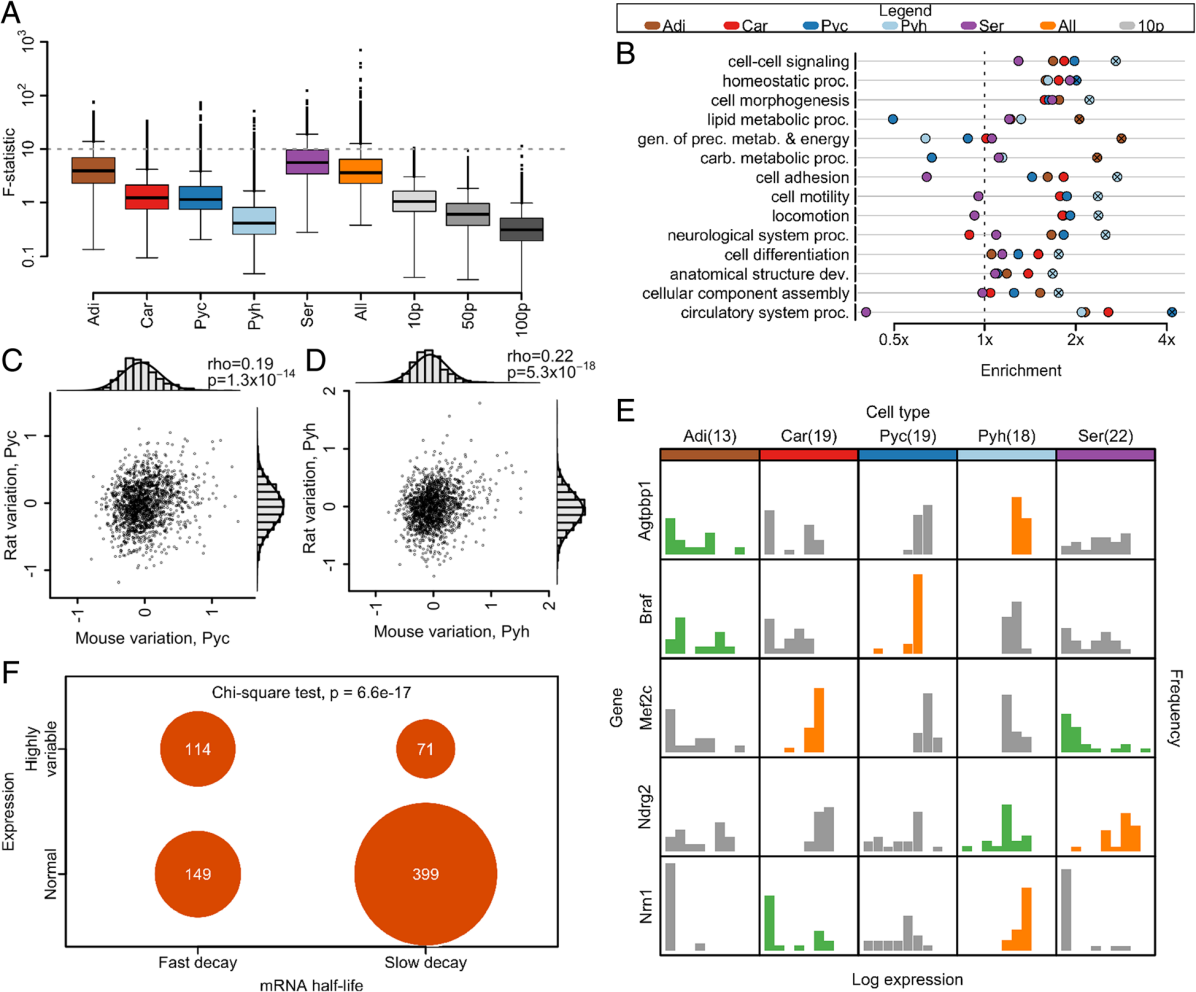
Cell-type patterns of transcriptome variability. **a** Distribution of expression variability across the transcriptome by cell type. **b** Enrichment of Gene Ontology categories among variable genes by cell type [49, 52]. *Crosses* indicate significance (Fishers exact test Bonferroni *p* < 0.05). Category abbreviations: *carb.* carbohydrate; *dev.* development; *gen.* generation; *metab.* metabolites; *prec.* precursor; *proc.* process. **c, d** Partial correlation of F-statistic across species, controlling for gene expression level, for cortical (c) and hippocampal (d) pyramidal neurons. Axes are a measure of variation, controlled for gene expression level (see Materials and methods for details). *rho* indicates the partial correlation coefficient. *P* values are from a two-sided t-test of association. Marginal histograms are shown overlaid with a normal curve. **e** Distribution of expression values by cell type for selected genes demonstrating highly variable expression by the outlier-sum statistic in one cell type and as following a normal distribution across cells in another cell type. Histograms of genes identified as highly variable in a given cell type are colored *green*; those of genes identified as normally expressed in a given cell type are colored *orange*. **f** Contingency table of gene categorization as hypervariable and as fast decaying [34]. Sample sizes and abbreviations: brown adipocyte (*n* = 13, *Adi*); cardiomyocyte (*n* = 19, *Car*); pyramidal neuron, cortex (mouse *n* = 19, rat *n* = 8, *Pyc*); pyramidal neuron, hippocampus (mouse *n* = 18, rat *n* = 8, *Pyh*); serotonergic neuron, dorsal raphe (*n* = 22, *Ser*); all single cells (*n* = 91, *All*); 10 pg dilution controls (*n* = 12, *10p*); 50 pg dilution controls (*n* = 9, *50p*); 100 pg dilution controls (*n* = 9, *100p*)

#### Within-cell-type variability

With the exception of hippocampal pyramidal neurons, all cell types demonstrate significantly greater transcriptome variability than that observed across 10 pg dilution controls (Wilcoxon rank-sum test *p* < 0.05; Fig. 3a). 

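The median F-statistic was 5.3 in serotonergic neurons, 3.73 in brown adipocytes, 1.19 in cardiomyocytes, 1.10 in cortical neurons and 0.402 in hippocampal neurons. Relative to the 10 pg controls these are ratios of 5.22, 3.68, 1.17, 1.08 and 0.396. The share of genes above 1 was 99.1% in serotonergic neurons, 96.8% in brown adipocytes, 59.1% in cardiomyocytes, 54.9% in cortical neurons and 18.6% in hippocampal neurons. For cardiomyocytes and cortical neurons the side of 1 depended on the setting: the ratios were 0.997 and 0.898 with a threshold of 2.6e-05, and 0.918 and 0.917 on normalized counts. Among brown adipocytes of the BAT label series alone (n = 8) the ratio was 3.17, and among serotonergic neurons of the TruSeq kit alone (n = 13) it was 4.32. The F-statistics of genes are not independent of each other, and the paper's test took genes as its units. From these distributions, the paper states that all types but hippocampal neurons vary more than the 10 pg controls.

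**Figure D3:**
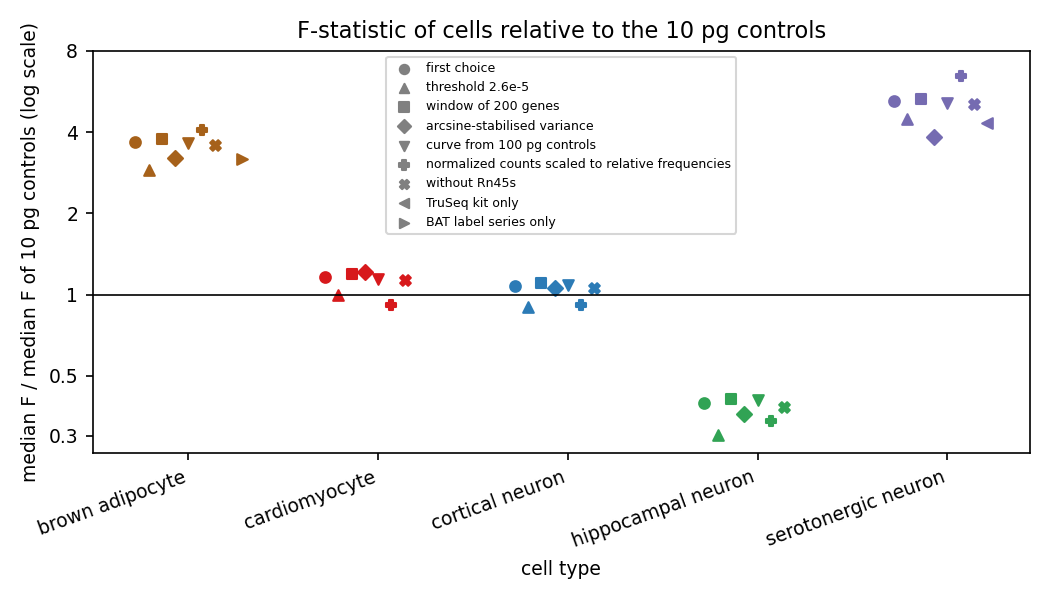
Median F-statistic of each mouse cell type divided by that of the 10 pg controls (vertical axis, log scale), with 1 marker per setting. Serotonergic neurons (5.22) and brown adipocytes (3.68) lie above 1 in every setting shown and hippocampal neurons (0.396) below it, while cardiomyocytes and cortical neurons lie on both sides.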

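Among the genes above the threshold, an F-statistic over 10 was found for 696 (21.2%) in serotonergic neurons and 381 (11.7%) in brown adipocytes. The numbers were 102 (3.01%) in cortical neurons, 90 (3.18%) in cardiomyocytes and 49 (1.49%) in hippocampal neurons. In the controls, which by the methods share a single RNA, 26 genes passed at 10 pg, 24 at 50 pg and 22 at 100 pg. The largest values belonged to Fth1 in brown adipocytes (11009.5), Mbp in serotonergic neurons (3425), Rn45s in cortical neurons (1818), Postn in cardiomyocytes (839) and Meg3 in hippocampal neurons (156). Mbp, a myelin gene, took 9.42% of the reads of 1 serotonergic neuron, and Postn, a fibroblast gene, 3.94% of those of 1 cardiomyocyte. On arcsine-transformed values the numbers fell to 175, 140, 21, 29 and 11, in the order serotonergic, brown adipocyte, cortical, cardiomyocyte, hippocampal.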

Every cell type contains highly variable genes with an F-statistic greater than 10 (Fig. 3a), indicating the presence of highly variable genes for each cell type. To compare the extent of transcriptome variation across cells of the same type with transcriptome differences across cell types, we computed the variance within each cell type as well as the variance between each pair of cell types (Table S5 in Additional file 1). 

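Variance was computed on arcsine-transformed relative frequencies and summed over the 6370 genes above the threshold in at least 1 type. Within types it was 0.285 in hippocampal neurons, 0.619 in cardiomyocytes, 0.650 in cortical neurons, 1.501 in brown adipocytes and 1.66 in serotonergic neurons. The controls had 0.398 at 10 pg, 0.283 at 50 pg and 0.172 at 100 pg. Between types, taken as the variance of a pair of type means, it ran from 0.155 for cortical and hippocampal neurons to 1.07 for cardiomyocytes and hippocampal neurons, and all 10 pairs lay below the largest value within a type. With squared differences of type means in its place the range was 0.311 to 2.15, and 5 of the 10 pairs lay below the largest value within a type. The notes of Table S5 take the genes whose mean over all cells passes the threshold, which were 3600 here. Over those genes, with the variance divided by n and the squared difference of means, a form chosen after the values were seen, the range was 0.214 to 1.31 within types and 0.258 to 1.88 between them, with 4 of the 10 pairs below the largest value within a type.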

We found that expression variation within some of the cell types is comparable to that observed between some of the cell types: within cells of the same type, variance ranges from 0.21 to 1.31, while between cell types variance ranges from 0.26 to 1.88. This result may be affected by the difference in total RNA content of each cell. Nevertheless, this suggests that a great diversity of transcriptome states may support an equivalent external cell phenotype.

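The 5% of genes with the largest F-statistic numbered 163 in brown adipocytes, 142 in cardiomyocytes, 169 in cortical neurons, 165 in hippocampal neurons and 164 in serotonergic neurons. Of these, 116, 82, 126, 120 and 119 were also in the lists of Additional file 3, which hold 161, 138, 167, 163 and 162 genes by the paper's count. On arcsine-transformed values the numbers shared were 104, 87, 104, 109 and 95. The smallest F-statistic listed was 21.2 in serotonergic neurons, 14.2 in brown adipocytes, 6.74 in cardiomyocytes, 6.38 in cortical neurons and 3.25 in hippocampal neurons.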

To assess whether variability might be related to cell-type-specific sub-states, we identified the 5 % most variable genes in each cell type by the F-statistic (Additional file 3; Figure S3a–i in Additional file 5). We tested these genes for enrichment of Gene Ontology molecular function and biological process categories (Fig. 3b; Table S6 in Additional file 1). Functional categories relevant for plastic phenotypes are enriched among variable genes in a cell-type-specific manner. Functional categories are enriched among variable genes in a cell-type-specific manner. In pyramidal neurons, variable genes are enriched in functions important to cell migration, such as cell morphogenesis and locomotion. Generation of precursor metabolites and energy is enriched among variable genes in brown adipocytes. But we note similar enrichment is also seen among 50 pg and 100 pg dilution controls, which may be due to the effect of expression level on the F-statistic (Table S6 in Additional file 1). This suggests that, for a subset of genes, the observed variability is due to cell-type-specific molecular physiology.

We also examined the degree of expression variation among different functional classes of genes by calculating the F-statistic for several broad categories (Table 1). 

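Families were formed from gene symbols, because the annotation used by the authors was not analysed here, and each was compared with 10000 random lists of genes matched on mean expression. Ribosomal protein genes lay at percentile 0 of these lists in brown adipocytes, cardiomyocytes and serotonergic neurons, at 2.45 in hippocampal neurons and at 15.7 in cortical neurons. Genes of mitochondrial function lay at 0.02 or below in all 5 types. Transcription factors lay at percentile 97.7 in brown adipocytes and at 99.98 or above in the other types. The mean difference in log10 F between transcription factors and ribosomal protein genes, each relative to matched lists, was 0.361 and positive in 5 of 5 types.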

Genes categorized with classic housekeeping functions (mitochondrial or ribosomal function) demonstrate low expression variability, while transcription factors, important in responding to the environment or modulating cell function over time, demonstrate significantly greater gene expression variability. 

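Ion channel genes above the threshold numbered between 10 and 44 per cell type, and their median log10 F was compared with random lists matched on expression. They lay at percentile 99.9 or above in brown adipocytes, cardiomyocytes, cortical neurons and hippocampal neurons and at 84.4 in serotonergic neurons. In brown adipocytes their median log10 F was 1.03 against 0.510 in matched lists, and in serotonergic neurons 0.771 against 0.713. They exceeded ribosomal protein genes by 0.473 on average, in 5 of 5 types, and transcription factors by 0.112, in 4 of 5. The latter excess lay mostly in brown adipocytes and cardiomyocytes, with 11 and 10 ion channel genes. In cortical neurons ion channels had 0.255 against 0.0607 in matched lists and transcription factors 0.194 against 0.0145, nearly the same rise. Hippocampal neurons were alike, and in serotonergic neurons transcription factors rose more, with 0.873 against 0.691. With a linear model on log expression and cell type, an alternative chosen after the values were seen, ion channels exceeded ribosomal protein genes by 0.375 and differed from transcription factors by −0.0174.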

Interestingly, ion channels demonstrate the largest variability, significantly larger than all other examined categories, possibly suggesting homeostatic modulation [29, 30].

**Table 1:** Gene expression variability of different functional gene categories

Gene category 1	Gene category 2	Difference in adjusted mean expression variability (log_10_ F-statistic)		
		Category 1 – category 2	95 % CI	*p* value
Ion channel	Metabolism	0.32	0.22–0.41	<10^−5^
Ion channel	Ribosome	0.33	0.23–0.42	<10^−5^
Ion channel	Transcription factor	0.16	0.07–0.25	4.84 × 10^−5^
Transcription factor	Metabolism	0.16	0.11–0.20	<10^−5^
Transcription factor	Ribosome	0.17	0.12–0.22	<10^−5^
Ribosome	Metabolism	−0.01	−0.06–0.04	0.92

Comparison of gene expression variability across functional gene categories controlling for gene expression level. Adjusted mean values were calculated using a two-factor ANCOVA of log_10_ F-statistic, with functional gene category and cell type as independent factors and conditioning on gene expression level (log_10_ average normalized read depth). Adjusted means are reported at the average gene expression level. Reported *p* values are for a two-sided Tukey’s test and are calculated based on a joint t-distribution to control the family-wise error rate

If gene expression variation amongst individual cells is important for tissue function, the degree of variation itself may be conserved across species. We calculated the F-statistic for cortical and hippocampal pyramidal neurons in rat, filtering genes by the quality control threshold described above. For each cell type we computed the partial correlation of the F-statistic across species, controlling for gene expression levels to ensure that correlation was not simply due to shared levels of gene expression (see "Materials and methods" for details). 

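Over 1763 symbol-matched genes above the threshold in both species, the partial correlation of log10 F between mouse and rat cortical neurons, given log10 mean expression in each, was 0.263. For hippocampal neurons it was 0.282 over 1710 genes. Shuffling genes within 20 expression bins gave medians of 0.094 and 0.129 with maxima of 0.158 and 0.187 over 1000 shuffles, so none reached the observed values. With a threshold of 0.0002 the values were 0.322 and 0.321, the setting that moved the cortical value most, and with arcsine-stabilised variance they were 0.302 and 0.233, the setting that moved the hippocampal value most. These are correlations across genes, which are not independent replicates, with 8 rat cells behind each. The mouse and rat types need not match: rat cortical neurons gave 0.306 with mouse cardiomyocytes and 0.267 with serotonergic neurons, and rat hippocampal neurons 0.343 with mouse cortical neurons. With the 10 pg controls of mouse heart RNA they gave 0.199 and 0.175. From the correlation between species, the paper raises the hypothesis that expression variation is regulated for some genes, and it asks for further studies because the rat cells are few.

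**Figure D4:**
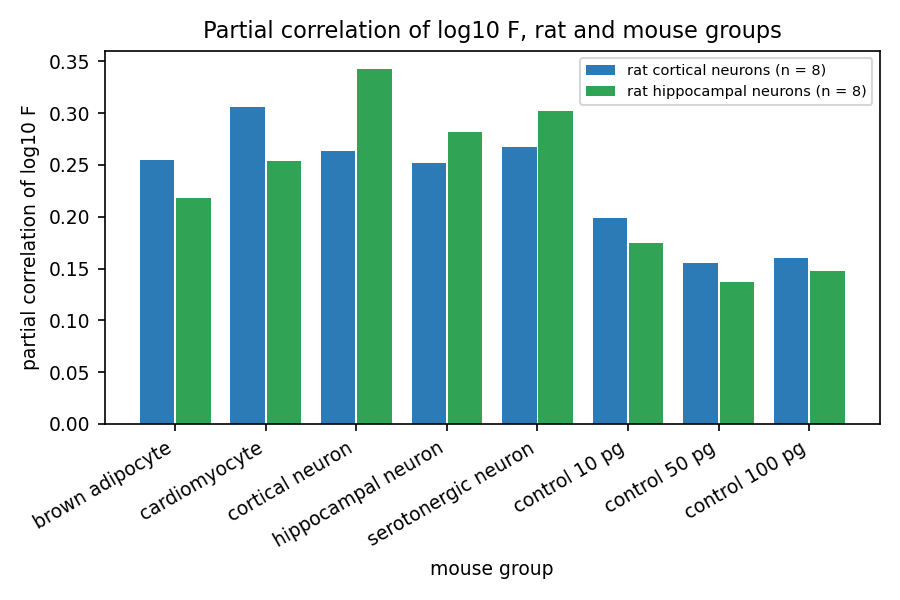
Partial correlation of log10 F between rat neurons (bar colour, 8 cells each) and each mouse cell type or control amount (horizontal axis), given expression level. Matched pairs reach 0.263 and 0.282, other cell types between 0.218 and 0.343, and controls of 10 pg 0.199 and 0.175.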

The partial correlation coefficient across species is significant for both cell types examined (two-sided t-test of association *p* < 10^−13^; Fig. 3c–d). The number of cells from rat is relatively small and further studies are required to confirm that gene expression variation is conserved across species. Furthermore, additional data are needed to dissect whether such conservation in variance is cell-type-specific or indicative of more general selection for tight regulation of those genes that are critical for global cell function. Lastly, as in our other results, any statement on variances must be interpreted cautiously because of the intensity-dependence of variance and analytic techniques for variance stabilization. But the current comparative data are consistent with the hypotheses that gene expression variation is regulated, at least for some genes, and that the pattern of gene expression across a population of cells might be important for tissue function.

#### Patterns of expression variation

We next examined a subset of genes with patterns of extreme variability across cells of the same type. 

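The statistic sums, over the cells of a type, the values of a gene beyond the upper quartile plus the interquartile range, after centring on the median and scaling by the median absolute deviation with its usual factor for normal data. Sums of at least 100 were found for 1618 genes in serotonergic neurons, 828 in brown adipocytes, 87 in cardiomyocytes, 39 in cortical neurons and 18 in hippocampal neurons, and lists were limited to the top 400. Of the listed genes 360, 360, 86, 38 and 18 were also in the lists of Additional file 3. On log10 normalized counts the numbers fell to 70, 26, 8, 1 and 0. With a limit of 50 in place of 100 the numbers in cortical and hippocampal neurons rose to 81 and 54. On simulated values with hippocampal means and normal noise, 1 cell was raised by 300 deviations in each changed gene, and 100% of these genes were recovered. An outlier of that size passes the limit of 100 by construction, so smaller outliers and the spread of real counts were not tested.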

To identify these genes, we used the outlier-sum statistic, a method proposed to detect genes with high expression in a subset of sample (Additional file 3) [31, 32]. As controls, we also identified variable genes across all cell types (a positive control) and across dilution replicates (a negative control) by the same method. 

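Over all 91 cells the top 400 genes shared 384 with the paper's list. Among the dilution controls, 38 genes reached a sum of 100 at 10 pg, 2 at 50 pg and 1 at 100 pg. The 10 pg controls thus had nearly as many such genes as cortical neurons and more than hippocampal neurons, with 1942 genes tested in the controls.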

Genes identified across all cell types are enriched for categories relative to cell-type-specific functions, including heart development, behavior, and regulation of system process, a category encompassing processes that modulate tissue function (Table S6 in Additional file 1). No functional categories are enriched among genes identified across dilution replicates. 

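In cardiomyocytes the largest outlier-sum was that of Postn (1583318), and in brown adipocytes that of Arhgap30 (212268). The outlier values of the listed cardiomyocyte genes were spread over cells, and the cell with most of them held 35, a share 2.43 times the even one. In brown adipocytes the leading cell held 154 genes, 2 times the even share. Postn was read in 6 of 19 cardiomyocytes, and in the cell with the highest count 10 fibroblast genes together took 4.49% of the reads. In every other cell Postn took at most 0.000832% of the reads. By the methods, PCR on the sorted cells found Tnnt2 and no Pdgfrb, a check meant to exclude fibroblasts and other cardiac cells.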

Genes identified across cardiomyocytes, which were collected from embryonic tissue undergoing cell division, are enriched for function in mitosis, nuclear division and organelle fission; and genes identified in brown adipocytes, which generate heat and fever and share some immune regulators, are enriched in immune response related genes. While only a small number of genes were identified in pyramidal neurons, limiting the ability to detect functional enrichment, individual genes demonstrate tissue-specific function. The most highly ranked genes in cortical neurons include *Crh*, with function in associative learning, long-term memory and response to cocaine; *Vip*, again with function in learning and memory; and *Tac2*, involved in associative learning and long-term memory formation in humans (Additional file 3). 

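Crh (ENSMUSG00000049796.4), on chromosome 3 of mm9 from 19593401 to 19595396, had the largest outlier-sum in cortical neurons (100586). It averaged 3062 ± 11493 (SD, n = 19) normalized counts, was read in 9 of 19 cells, and 1 cell with 50374 held 86.6% of its counts. Tac2 (chromosome 10, 127162448 to 127168823) ranked next with a sum of 37958, 1115 ± 4660 (SD, n = 19) counts and a read in 8 cells. Vip (chromosome 10, 4698927 to 4707323) followed with a sum of 36081, 1065 ± 4482 (SD, n = 19) counts and a read in 9 cells. Tac2 and Vip peaked in the same cell, with 20351 and 19570.0 counts, which held 96.1% and 96.8% of their totals, while Crh peaked in another. By the summed interneuron genes Gad1, Gad2, Slc32a1 and Dlx1 to Dlx6, these cells ranked 11 and 15 among the 19. In 16 of the 19 cells, Gad1 and Gad2 together exceeded the excitatory genes Slc17a7 and Slc17a6, a count chosen after the values were seen. The cell with Tac2 and Vip is among the 16, so its rank does not speak against an interneuron. In hippocampal neurons the list of 18 genes was led by Rest, with a sum of 456.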

The functional coherence among these genes again raises the possibility that single-cell variation, at least in a subset of genes, is regulated.

We identified 58 genes demonstrating qualitatively different expression patterns in different cell types. Each of these genes is classified as highly variable by the outlier-sum statistic in at least one cell type, and as following a normal distribution across cells in at least one other cell type (Fig. 3e; Additional file 3). Each gene is highly expressed in multiple cell types (due to use of quality control threshold), within the top 36 % of expressed genes, but demonstrates a markedly different expression distribution in different cell types. This difference of expression pattern of the same gene in different cell types also suggests that this expression variation may be controllable and the result of regulation.

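Taking the lists of outlier genes and of normally distributed genes here, 46 genes were outliers in a type and normal in another, and 25 of them were among the paper's 58. Of the paper's 58 genes, 50 were outliers in some type here and 30 were normal in some type. Outlier calls of the 46 lay mostly in serotonergic neurons (29) and brown adipocytes (13), with 3 in cortical neurons, 2 in cardiomyocytes and 1 in hippocampal neurons. Ranked by mean normalized count among a type's expressed genes, the lowest of the 46 genes stood at 20.6% from the top. Calling normality on log10 counts gave 73 genes, the setting that moved the number most. Agtpbp1, shown in Fig. 3e, averaged 2945 ± 9994 (SD, n = 13) in brown adipocytes (outlier-sum 1674) and 3750.1 ± 1327 (SD, n = 18) in hippocampal neurons, where it was normal. Ndrg2, also shown there, reached an outlier-sum of 94.5 in hippocampal neurons, under the limit of 100, and was normal in cardiomyocytes with 4138 ± 1974 (SD, n = 19). The factor on the median absolute deviation lowers such sums, so without it the sum of Ndrg2 would be larger.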

For this set of 58 genes we do not find significant enrichment for any Gene Ontology classification. But we observed individual cases of genes of note that are associated with cell-type-specific function. For example, mutants of *Nrn1*, a gene following a normal distribution across hippocampal neurons, are associated with abnormal spatial learning and impaired contextual conditioning behavior. 

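Nrn1 (ENSMUSG00000039114.9) lies on chromosome 13 of mm9 from 36817494 to 36826346. It averaged 5508 ± 2838 (SD, n = 18) normalized counts in hippocampal neurons, was read in all 18 and was called normal there. In cardiomyocytes it averaged 1157 ± 2006 (SD, n = 19), was read in 12 of 19 cells and had an outlier-sum of 13768.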

Mutations of *Braf*, a gene following a normal distribution across pyramidal neurons, are associated with abnormal learning and abnormal hippocampal granular and cerebral cortex pyramidal neuron morphology. 

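Braf (ENSMUSG00000002413.8) lies on chromosome 6 of mm9 from 39553236 to 39675462. In cortical neurons it averaged 1940 ± 945 (SD, n = 19) normalized counts, was read in all 19, had an F-statistic of 0.358 and was among the normal genes. In hippocampal neurons it averaged 1546 ± 1294 (SD, n = 18) and was not among the 400 listed as normal, either here or in Additional file 3. In brown adipocytes it averaged 1095 ± 1669 (SD, n = 13), and its outlier-sum of 340.5 passed the limit of 100 but lay outside the top 400.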

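Mef2c (ENSMUSG00000005583.8) lies on chromosome 13 of mm9 from 83643033 to 83806684. It averaged 1697 ± 987 (SD, n = 19) normalized counts in cardiomyocytes, with a read in all 19 cells and an F-statistic of 0.467. In serotonergic neurons it averaged 4935 ± 18187 (SD, n = 22), was read in 16 of 22 cells and had an outlier-sum of 19520.4. In brown adipocytes it averaged 2364 ± 8220 (SD, n = 13), with a read in 9 of 13 cells and an outlier-sum of 1308.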

*Mef2c* follows a normal distribution across cardiomyocytes; this gene functions in cardiac muscle development and has been used in transdifferentiation experiments converting fibroblasts to cardiomyocytes [33]. These examples again suggest that consistency in gene expression may be an indicator of critical phenotypic relevance.

#### Association of extreme variability with RNA half-life

Because variation in gene expression may be buffered by long RNA half-life, we hypothesized that if extreme variability is generated by transcriptional switching, these genes may demonstrate rapid decay. We categorized genes as having slow or rapid decay based on publically available RNA half-life measurements and then tested for an association with variability [34]. Genes identified as variable are significantly more likely to be classified as rapidly decaying than genes with highly consistent expression (Chi-square test *p* < 10^−16^; Fig. 3f). While a rapid decay does not necessarily indicate large expression variability, highly variable genes rarely have slow decay and genes with slow decay are rarely highly variable (Figure S3j in Additional file 5). This is consistent with models of transcription, which suggest that bursts of changes in RNA numbers may occur when the intervals of inactive transcription are long relative to mRNA decay [15]. A rapid decay rate of a transcript may enable rapid changes in gene expression levels.

### Sequence variation at the single-cell level

The nucleotide resolution of RNA sequencing allows detection of transcript isoform expression. To examine isoform usage across our single-cell dataset, we took advantage of characteristic strand alignment patterns that result from Illumina sequencing chemistry at the ends of transcripts. Because aRNA amplification allows highest coverage at the 3′ end of transcripts, we focused our attention on identification of 3′ UTR terminals in single cells. In addition, we restricted our attention to single-exon genes to ensure high confidence in observed isoform usage patterns. In 132 genes, we observe highly consistent usage of a single 3′ UTR poly(A) or termination site across cells of all types, though the observed site may not agree with the annotated end location (Fig. 4a). These genes are enriched in transcription regulation, including transcription factors like *Fam58b*. A second set of 163 genes demonstrates highly variable 3′ UTR termination sites across all cells and cell types (Fig. 4b). Most intriguingly, 74 genes demonstrate cell-type-specific usage of 3′ UTR termination sites (Fig. 4c). For example, pyramidal neurons use a short isoform of both *Gm9199* and *Fjx1* which are different in other cell types. While the function of *Gm9199* is unknown, knockout of *Fjx1* results in abnormal dendrite morphology. All pyramidal neurons demonstrate expression of both the canonical end site of *Cd248*, in addition to a longer isoform observed rarely in other cell types. This gene encodes a protein integral to the membrane that functions in cell migration and the unique isoform usage in pyramidal neurons suggests a potentially interesting neuronal role. Because differential 3′ UTR usage often facilitates differential mRNA regulation — for example, through control of translation or localization — the occurrence of different isoforms across cell types suggests cell-type-specific post-transcriptional regulatory dynamics.

**Fig. 4:**
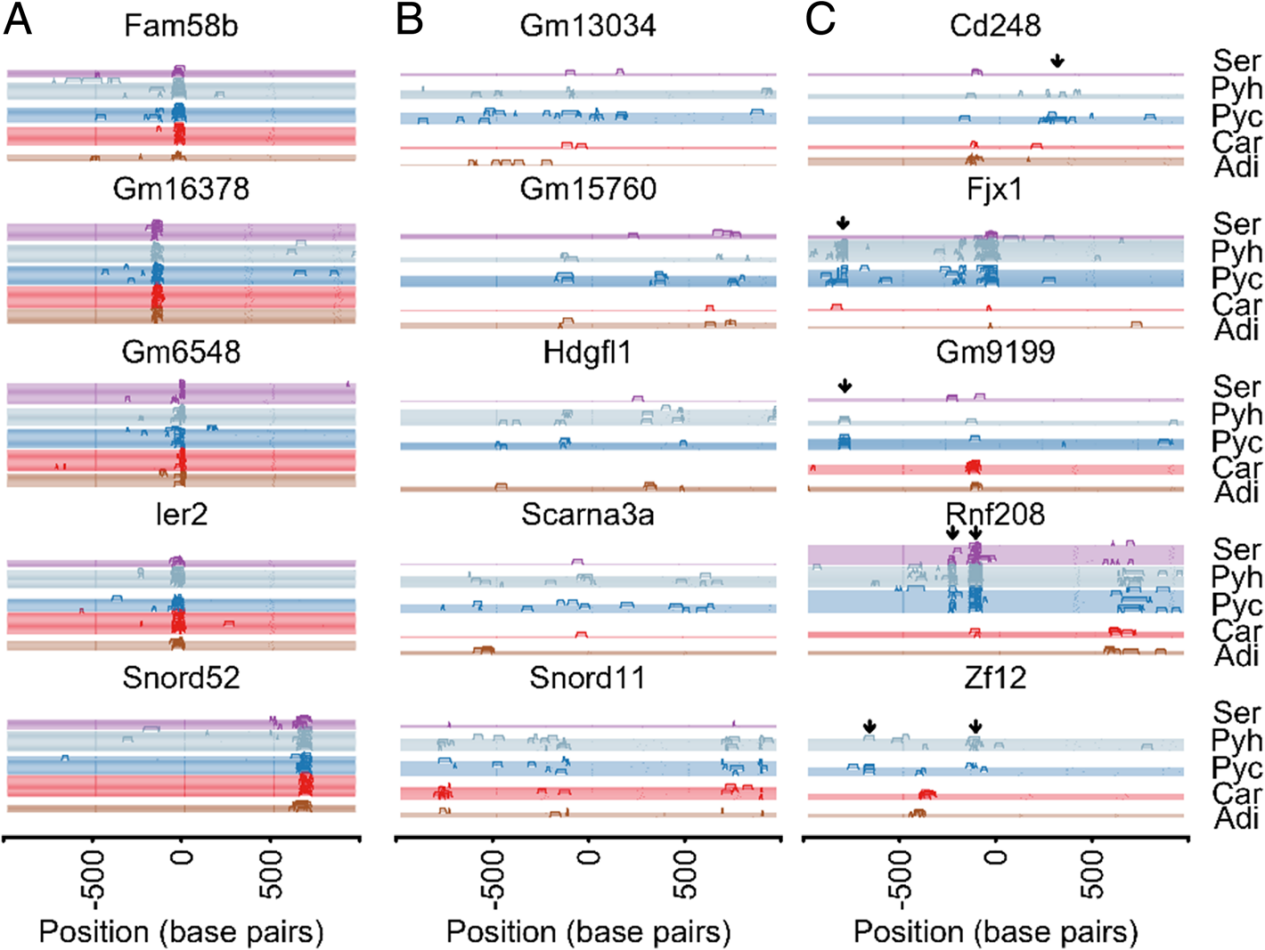
3′ UTR usage across single cells. Each row represents a single cell and line height indicates the presence of a 3′ UTR termination site. The x-axis ranges from 1000 bases upstream to 1000 bases downstream of the annotated end site with the annotated end site at position zero. Empty rows indicate no detected expression or 3′ UTR termination site within the examined 2000-base-pair region. **a** Highly consistent 3′ UTR termination sites across cell types. **b** Highly variable 3′ UTR termination sites across all cells. **c** 3′ UTR termination sites with cell-type-specific usage. Abbreviations: *Adi* brown adipocyte; *Car* cardiomyocyte; *Pyc* pyramidal neuron, cortex; *Pyh* pyramidal neuron, hippocampus; *Ser* serotonergic neuron, dorsal raphe

## Discussion

Cell-type-specific characteristics of the single-cell transcriptome recapitulate characteristics of tissue-level expression data, indicating that, at a minimum, single-cell RNA sequencing is meaningful at the level of cell-type identity. In addition, our data suggest that expression variation among individual cells of the same type has biological significance. Fig. 1a, a principle components analysis projection of the 91 mouse cells, displays the overall pattern of transcriptome variation and suggests a complex pattern of single-cell variability both within each of the five cell types and between them. The analyses described above suggest that these expression patterns may be driven by a multitude of factors. The enrichment of certain functional classes among variable genes suggests that some observed variability is due to measuring cells in different phases of functional dynamics. The greater transcriptome complexity we see in pyramidal neurons, both in the number of expressed genes and in the degree of non-coding expression, suggests that the complexity of available RNA may be related to the morphological complexity and plasticity of a cell. Enrichment of cell surface receptor molecules among private genes, as well as the occurrence of variable 3′ UTR usage, suggests that some variation at the level of individual cells might be “programmed” to induce a heterogeneous assembly of cells in a tissue, perhaps to carry out organ level function. Some of the variation is also likely to be due to molecular noise from a finite number of molecules [15]. However, we also see a high degree of variation for highly expressed genes and the multi-dimensional pattern of variation suggests a large degree of within-cell-type dispersal.

At the level of current measurement technology, observed cell-to-cell variation will be confounded by technical variability. It is also possible that individual cells' phenotypes, such as size and ultrastructure, may affect cell-to-cell transcriptome variability. However, such single-cell phenotype variation may also be a biological rationale for transcriptome variability. We cannot rule out that observed within-cell-type variation is due to technical difficulties but multiple signatures from our analyses suggest that, at least for a distinct subset of genes, there is significant biological variation even for cells that are nominally identified with the same cell type.

Single-cell transcriptome measurements are becoming increasingly common with a variety of techniques for RNA amplification and sequencing. In particular, we emphasize the need for careful control data as well as statistical analysis routines that incorporate the unique properties of single-cell transcriptomes. Another key aspect of inference from single-cell data is the depth of read coverage required to quantitatively characterize most of the transcriptome. Using statistical analysis of the control data and other characteristics of our data we estimate that with the aRNA technique we can conservatively measure with quantitative precision four to nine molecules of input mRNA, which is approximately 25–37 % of the genes that are expressed in a single cell. A difficult problem is that measurement variation is likely a function of absolute numbers of molecules. Individual cell characteristics, such as the number of RNA molecules, size of the cell, and cell components that interact with RNA recovery, will all confound technical variability. Overall statistical characteristics of within- and between-cell-transcriptome variations are expected to be consistent and informative. But any given measure will include interactions of both biological and technical factors. This is a problem that will be endemic to any single-cell quantitative measurements.

## Conclusions

Summarizing our data, the functional coherence of genes identified based on expression variation, tissue-level phenotypes in animals with mutational knock-outs of consistently expressed genes, and correlation of expression patterns across rat and mouse leads us to hypothesize that some observed variation is necessary for tissue-level function of the cell and that the degree of single-cell variation in gene expression may be under regulatory control. In addition, we hypothesize that the same external cell phenotype may be robustly produced from a great diversity of transcriptome states, as long as these states remain within some bounds. Gene expression is required to maintain the multi-genic stoichiometric constraints of a cell’s normal physiology but such constraints may allow many degrees of multi-dimensional freedom [35]. Thus, we propose there are both functional and degrees-of-freedom rationales for the high degree of single-cell transcriptome variation. Similar determinants of variation are found in many biological systems comprised of aggregates of functional units and we suggest that cells within organs may be more like individuals in an ecological community rather than homogeneous replicate units.

## Materials and methods

### Cell culture and single cell isolation

Primary cultures of embryonic day 18 (E18) hippocampal and cortical neurons from mouse (C57BL/6, Charles River Laboratories, Inc.) and rat (Sprague Dawley) were cultured as previously described [36]. Interscapular brown adipose tissue was extracted from E17.5 CD-1 mice and cultured for one day as described elsewhere (Spaethling JM, Sanchez-Alavez M, Lee J, Xia FC, Dueck H, Wang W, Fisher S, Sul JY, Seale P, Kim J, Bartfai T, Eberwine J: Single-cell transcriptomics and functional target validation of brown adipocytes show their complex roles in metabolic homeostasis, submitted). We identified pyramidal neurons and brown adipocytes by cell morphology, isolated single cells with patch pipettes, deposited collected material into an eppendorf tube and froze it immediately at −20 °C until storage at −80 °C [17]. Serotonergic neurons, identified with yellow fluorescent protein (YFP) expression, were isolated by pipette directly from acute slices of the dorsal raphe of P60 ePet-YFP mice as described elsewhere [37, 38]. Ventricular cardiomyocytes were isolated from E14.5 transgenic mice expressing the green S/G2/M fluorescent ubiquitination-based cell cycle indicator “Fucci” [39] using a modified protocol of the neomyts cardiomyocyte isolation kit (Cellutron Life Technologies). The Fucci probe, monomeric Azami Green (mAG) fused to the ubiquitylation domain of human Geminin [*hGem* (1/110)] highlights the green nuclei of individual cycling cardiomyocytes in the S/G2/M phases of the cell cycle. Dissociated cell suspensions were resuspended in 500 μl of phosphate-buffered saline supplemented with 5 % fetal bovine serum solution and sorted by flow cytometry on a FACSAria instrument operating at low pressure (20 psi) using a 100-μm nozzle. Cardiac cells expressing mAG-*hGem* (1/110) transgene (mAG positive) were identified using a sequential gating strategy for size, doublet discrimination, viability staining with 7-aminoactinomycin D (7AAD) and mAG fluorescence intensity using the FACSAria 488-nm excitation laser. FACSDiva software was used for data acquisition and analysis. The mAG-positive and mAG-negative single cells were sorted individually into 96-well plates containing reverse transcriptase buffer for linear amplification as described below. Following the first strand cDNA, the molecular identity of the sorted cardiomyocytes was confirmed by PCR for positive expression of the cardiomyocyte-specific gene *Tnnt2* and negative expression of *Pdgfrb* (platelet derived growth factor receptor, beta polypeptide) to exclude potential contamination by other cardiac cell types, such as cardiac fibroblasts and endothelial cells.

Collection of the primary cultured cells utilized an animal byproducts protocol, “Genome Biology of Single Neuron Function and its Modulation with Age” under University of Pennsylvania IACUC protocol #803321 (approval 22 September 2010). Animals were sacrificed under University of Pennsylvania IACUC protocol #804867, “Molecular Biology of Single Aging Neurons and Glia” (renewal 15 May 2013), but sacrifice of the animals was independent of the work reported in this paper. The cardiomyocytes were collected under Harvard University IACUC protocol 12-05-2169R, “Mechanisms of myocardial regeneration” (approval 23 May 2012). All protocols were approved by University of Pennsylvania and Harvard Office of Regulatory Affairs and IACUC committee. After 2013, the PENN IACUC classified byproduct protocols for cells as procedures that do not require prior regulatory approval.

### mRNA amplification and library construction

Collected samples were individually amplified using three rounds of a linear in vitro transcription-based method described elsewhere [17]. Amplified material was quantified and size-checked using a Bioanalyzer RNA Nanochip (Agilent), then prepared for multiplexed paired-end sequencing using the TruSeq or mRNA-Seq systems according to the manufacturers' instructions. Initial mRNA selection steps were skipped to accommodate aRNA amplified material. Samples were sequenced on HiSeq instruments to produce 100-base paired-end reads. Sample-specific sequencing data can be found in Table S2 in Additional file 1.

### Dilution controls

To control for technical variation arising during amplification and sequencing preparation, we performed replicate amplifications of bulk RNA diluted to near single-cell quantities. The starting bulk sample was heart tissue total RNA from a C57/BL6 adult male mouse (Zyagen). Twelve amplifications were begun with 10 pg of total RNA, nine with 50 pg and nine with 100 pg. After three rounds of aRNA amplification quality and quantity of all samples were assessed using Nanodrop and Bioanalyzer RNA Nanochip. Samples were then prepared for sequencing using the stranded TruSeq mRNA protocol (Illumina). Replicates were sequenced as above.

### Alignment, quantification and sample selection

For mouse samples, we trimmed reads for adapter and poly(A) contamination using in-house software before aligning to the mouse genome and transcriptome using RNA-Seq Unified Mapper (versions 2.0.2_06 and 2.0.3_04) and mouse genome build mm9 [40]. Uniquely aligning reads with three or fewer mismatches per 100 bases were retained for further analysis. Using RefSeq annotations downloaded from the UCSC genome browser in December, 2012, we assigned read counts to genes using HTSeq and htseq-count [41, 42]. Only exonic reads were counted, with overlap assigned using the intersection non-empty method. Note that the use of uniquely aligned exonic reads means that genes with limited unique sequence will be largely missed in this analysis. Though this is rare, one notable example is the housekeeping gene *Gapdh*. Rat samples were aligned with STAR [43] to rat genome build rn5. Processing after alignment was completed as described above with rn5 RefSeq annotations for gene quantification (downloaded from the UCSC genome browser).

We further filtered samples to retain those with high genic read coverage (greater than five million uniquely mapping exonic reads) and to create an overall dataset with similar sequencing library characteristics. Every included mouse sample was required to have at least two out of the three following traits: at least 50 % uniquely mapping reads, at least 1500 genes covered at reasonable depth (greater than ten reads), and less than 80 % short fragments (inferred from the percentage of uniquely mapping read pairs where the mate pair alignments overlap). Because the statistic used to identify short fragments is distinctive to RUM alignment reports, we report no comparable statistic for the STAR-aligned rat samples. For these samples, we required at least one of the two remaining criteria. Quality information for each sample can be seen in Table S2 in Additional file 1.

To mitigate differences in read counts due to variable sequencing depth, we normalized the resulting dataset by the method proposed by Anders and Huber [19]. In this method, a pseudo-reference sample is generated by taking the geometric mean across samples of ubiquitously expressed genes. A size factor estimating the contribution of sequencing depth is estimated as the median ratio of expression of ubiquitously expressed genes in a single sample to the pseudo-reference. All read counts for that sample are then adjusted by this factor. All further analyses, except those using relative frequencies, used normalized read counts.

Because both GC content and gene length have been shown to affect RNA-sequencing measurements, we tested for a relationship between these gene traits and normalized gene counts (Figure S2f in Additional file 4) [44]. We tabulated gene length and GC content for mouse RefSeq genes, with the exception of 43 genes with annotated positions on multiple chromosomes. Correlations of these traits with gene counts are negligible.

We performed principle component analysis of gene expression data after variance stabilizing relative frequencies by arcsine transform. Genes with zero read count in all cells were excluded. To visualize a projection of the data on the three components with largest singular values, we used the R ‘scatterplot3d’ library [45].

### Characterization of single-cell transcriptomes

All statistics were computed in R [46]. t-Tests used to test the null hypothesis of no difference in means were performed for groups with different sample sizes and different variance, with rejection of the null hypothesis at a Bonferroni-corrected *p* value of 0.05. Expressed genes include any gene with at least one uniquely aligned read. Private genes include any gene with at least one uniquely aligned read in a single cell, but none in any other cell. The functional and phenotypic annotations for gene sets throughout the paper were found via Mouse Genome Informatics or DAVID Functional Annotation Tool, using Gene Ontology molecular function and biological process classification, as well as Mammalian Phenotype Ontology classification [47–51]. Mammalian Phenotype Ontology annotations were accessed through Mouse Genome Informatics on June 2013, excluding annotations based exclusively on cell line experiments [47, 48]. Gene Ontology annotations for all expressed genes were also downloaded June 2013 from Amigo [52].

To characterize cell-type patterns of transcription genome-wide, we first classified regions of the autosomal genome as exonic, intronic, flanking or intergenic. To do this, we accessed the following annotations for the mm9 reference genome from the UCSC genome browser in March 2013: miRBase, RefSeq genes, Ensembl Genes, Vega genes and UCSC known genes [41, 53]. Any region annotated as an exon for a gene or non-coding RNA from any of these sources was classified as exonic. Regions internal to transcribed units but not annotated as exonic by any annotation were classified as intronic. Regions 5 kilobase pairs upstream and downstream of any transcribed unit, or up to the nearest neighboring exonic region, were categorized as flanking regions. All remaining genomic regions were categorized as intergenic. Reads were assigned to these regions using HTSeq via the intersection non-empty method as above. For each sample, the fraction of reads assigned to each region was calculated and the mean value for each cell type is shown.

### Consistent genes

Genes with universal expression were defined as genes with at least a single read in all samples. Enriched functional terms were found using DAVID Functional Annotation Tool to be significant relative to *Mus musculus* background by hypergeometric test at a Bonferroni-corrected *p* value of 0.05, using Gene Ontology biological process FAT annotations [49–51]. In cases where the identical gene subset was enriched in multiple terms, the most significantly enriched term(s) was (were) reported. As for universally expressed genes, commonly expressed genes were found for each cell type. Of all commonly expressed genes within a particular cell type, the top 400 genes were selected by the minimum read count in any cell excluding universally expressed genes. Functional enrichment for these gene sets was found as above. There were 3752 expressed genes with Mammalian Phenotype Ontology annotations and these were used to test the association between common expression and prenatal lethality and between common expression and tissue-specific mutant phenotypes. For annotations assigned to these phenotypic categories, see Table S7 in Additional file 1. Because a very small number of expressed genes had phenotypic annotations exclusive to a single brain tissue, we excluded brain tissue-specific terms and instead focused on terms with broader neuron or brain phenotypes. Association was tested using chi-square tests, rejecting the null hypothesis of no association at a Bonferroni-corrected *p* value of 0.05. Enrichment was calculated as the fraction of common genes with phenotype relative to the same fraction for remaining genes.

To compare common genes across species, we downloaded homologue annotations from Mouse Genome Informatics in February 2015 [47, 48] and filtered homologues to include only unambiguous cases with one assigned gene in each species. Common genes were identified in each cell type as described above separately for each species, excluding homologues of mouse universally expressed genes. For each cell type, we calculated the Jaccard index of identified common genes as a measure of gene list similarity. To determine whether the observed similarity was significant we randomly sampled gene lists of matched size from each species, computing the Jaccard index for each. The assigned *p* value is the fraction of observed similarities of the same or greater value than the true index in 10,000 random samples.

### Gene expression variability

Our aim was to identify biological variation across single cells and limit the effect of technical variation on our conclusions. Because single-cell RNA-sequencing experiments are subject to technical variation dependent on expression level [27, 28], we generated an estimate of experimental variation as a function of expression level to use as a baseline measure of technical variation. We generated this control curve using a kernel approach, first computing variation across twelve 10-pg dilution replicates for all genes, then summarizing the variation at a given expression level as the median value across 500 neighboring genes (Figure S2e in Additional file 4). We then used an F-statistic as our measure of variation across single-cell samples, scaling observed variation by control variation at matched expression level. Specifically, for gene g_i_ with average expression level x_i_, we calculate:

$$ {\mathrm{F}}_{\mathrm{i}} = {\mathrm{V}}_{\mathrm{total}}\left({\mathrm{g}}_{\mathrm{i}},\;{\mathrm{X}}_{\mathrm{i}}\right)/{\mathrm{V}}_{\exp}\;\left({\mathrm{X}}_{\mathrm{i}}\right) $$

where V_total_ is the total sample variance calculated on relative frequencies for a given cell type, and V_exp_ is an estimate of experimental variation as a function of expression level, as described above. Because the total observed variance is a combination of biological and technical variation, larger values for this measure at a given expression level indicate larger biological variation. As an additional negative control, we also computed the F-statistic for the dilution replicates against the control curve and include this group in variation analyses.

The F-statistic is sensitive to non-normality, but it is not generally true that experimental variation in single-cell RNA sequencing is normal, particularly for genes observed only in a subset of replicates. We expected that there may be an expression level beyond which missing data rarely occurs and experimental variation is approximately normal. To identify such a threshold, we computed the Shapiro-Wilk statistic separately for all genes observed in 10-pg dilution replicates. As for the variation control curve, we found the median curve for Shapiro-Wilk *p* values and identified the expression level beyond which all median *p* values are greater than 0.01 across dilution replicates (Figure S2g in Additional file 4). The selected threshold (relative frequency of 6.32 × 10^−5^) corresponds approximately to a read depth threshold of greater than 789 reads, resulting in retention of less than 25 % of genes for each cell type. Genes with average relative frequencies below this threshold for a given cell type were excluded from variation analysis. We additionally identified expression level thresholds that satisfy three further quality-control criteria (see "Results"; Figure S2a–d in Additional file 4). All produce similar, though slightly lower, expression level thresholds. We excluded genes with mean expression below the most stringent threshold from all variation analysis. We note that thresholds identified based on dilution controls beginning with larger amounts of input RNA occur at lower expression levels and are less stringent than the threshold used.

As for gene counts, described above, because both GC content and gene length have been shown to affect RNA-sequencing measurements, we checked for a relationship between these gene traits and the above-described F-statistic and found that correlations between the traits and measure are negligible (Figure S2h in Additional file 4). We additionally examined the relationship of the F-statistic with expression level (Figure S3a–i in Additional file 5). The measure is not strongly dependent on expression level, though for biological samples the largest F-statistic values occur at the highest gene expression levels. This is appropriate, since biological signal will be most clearly distinguishable from experimental variation at high expression levels; however, genes ranking within the top 5 % by F-statistic value above the expression level threshold are generally found to span a broad range of expression levels (Figure S3a–f in Additional file 5).

To test whether functional gene categories demonstrate different degrees of expression variability, we compared mean F-statistic values across genes categorized as metabolic, ribosomal, transcription factor, or ion channel. Annotations for ion channels were accessed from the International Union of Basic and Clinical Pharmacology public database (downloaded June 2013) [54], and for transcription factor activity, ribosomal function, or metabolic function from Gene Ontology. Because the F-statistic depends on expression level (see above) and because different functional gene categories may have different mean expression levels, we desired to compare expression variability across categories while controlling for gene expression level. To do this, we performed a two-factor ANCOVA of log_10_ F-statistic with functional gene category and cell type as independent factors and conditioning on gene expression level (log_10_ average normalized read depth). Cell type was included as a cofactor to control for global differences in F-statistic distributions across cell types. Log transformations were used to satisfy normality assumptions. Adjusted means for each gene category were found at average covariate values. Post hoc comparison of adjusted means was performed using Tukey’s test and *p* values were calculated based on a multivariate t-distribution to control family-wise error rate. Several R packages (car, effects and multcomp) were used to perform this analysis [55–57].

To compare expression variability across species, we filtered genes to retain those with unambiguous (single) homologues in both rat and mouse, as described above. Additionally, only genes passing the quality control expression level threshold in both species were considered. Because the F-statistic depends on expression level (see above), we wished to control for expression level in measuring expression variability similarity because we anticipate that expression level may be conserved. For this reason, we used partial correlation as a measure of similarity across species, conditioning on the mean expression level for each species. Specifically, for each species we fit the model:

$$ \mathrm{l}\mathrm{o}{\mathrm{g}}_{10}\left(\mathrm{F}\hbox{-} \mathrm{statistic}\right)={\mathrm{b}}_0+{\mathrm{b}}_1\mathrm{l}\mathrm{o}{\mathrm{g}}_{10}\left({\mathrm{X}}_{\mathrm{mouse}}\right)+{\mathrm{b}}_2\mathrm{l}\mathrm{o}{\mathrm{g}}_{10}\left({\mathrm{X}}_{\mathrm{rat}}\right) $$

where x_mouse_ and x_rat_ refer to mean expression values. Partial correlations were calculated using residuals. Significance was calculated using a two-sided t-test for association, rejecting the null hypothesis of no association at *p* < 0.05.

To identify genes with patterns of extreme variation within each cell type, we employed the outlier-sum statistic [31, 32]. Briefly, this statistic is a measure of the presence of extreme outliers. Genes are median-centered and scaled by the median absolute dispersion. To avoid filtering genes with outliers, if a gene has zero median absolute dispersion, it is instead scaled by the minimum observed non-zero value across the transcriptome. Statistical outliers are identified and their standardized values are summed. Genes classified as variable ranked among the top 400 by this statistic in a given cell type and additionally had an outlier-sum of at least 100. Consistently expressed genes ranked among the top 400 in a given cell type by the Shapiro-Wilk statistic, which measures similarity to a normal distribution, and additionally had a probability of normality greater than 0.005. Functionally enriched categories were identified against matched background sets of expressed genes.

To test the hypothesis that genes with patterns of extreme variation have short RNA half-lives, we used publically available RNA half-life measurements [34]. We classified gene stability following the method used by the original authors, ranking genes by half-life and categorizing the upper third as slow decaying and the lower third as fast decaying. We tested for an association between categorization of genes as highly variable or consistently expressed and as rapidly or slowly decaying using the chi-square test, rejecting the null hypothesis of no association at *p* < 0.05.

### Detection of 5′ and 3′ ends of transcripts using Illumina paired-end sequencing

Standard Illumina paired-end RNA library preparation involves fragmenting the RNA template, attaching adaptors, creating double-stranded cDNA, amplifying the products, and reading the sequences from each end of the cDNA. Assume that the RNA fragments have been approximately size selected and that we carried out *k* base pair-length paired-end sequencing. Suppose the fragmented RNA template is represented as 5′-PQR-′3, where P represents *k* base pairs of the sequence at the 5′ end, R represents *k* base pairs of sequence at the 3′ end, and Q represents *s* base pairs of sequence in the middle. Thus, P and R represent the sequences to be read at the ends and the fragment size is 2*k* + *s*. After adding adaptors and cDNA synthesis/PCR, we will have double-stranded products of the form [5′-PQR-3′/3′-pqr-5′] where p, q, r represent the reverse complement sequences of P, Q, R, respectively. Continued PCR amplification of these products will retain the same form because the copy of 5′-PQR-3′ is 3′-pqr-5′ and vice versa. These products are strand separated and captured in the flow cell and bridge amplified, recreating the [5′-PQR -3′/3′-pqr-5′] ensemble, but in single strand forms. After this step, each cluster on the flow cell contains a 5′-PQR-3′ string and 3′-pqr -5′ string, anchored at the 5′ end. Paired-end sequencing from this cluster extends from the 3′ ends of each string with the result that reads are obtained from the R template (as r) and the p template (as P). In sum, from the original fragment, 5′-PQR-3′, we obtain one 5′ end read of P in the sense direction and one 3′ end read of R in the antisense direction.

Suppose we have an mRNA and an internal fragmentation break point X. Around this breakpoint we have the left fragment, 5′-NNNX-3′ and the right fragment 5′-XNNN-3′, where X indicates the break position. Paired-end sequencing will create a sense read starting from X for the right fragment and an antisense read starting from X for the left fragment. Therefore, around X we will see both sense and antisense reads offset from each other by *k* bases. But random fragmentation means there will be other breakpoints, say at position X + 1, that will generate another pair of sense and antisense reads. The sum of such random fragmentation should be such that, on average, we will see equal numbers of sense reads and antisense reads around any internal position X. However, at the 5′ and 3′ end of the original mRNA, we can only have sense reads or antisense reads, respectively, because there will be no downstream or upstream fragment. Thus, an excess of sense reads or excess of antisense reads indicates ends of original mRNA.

Our aRNA amplification procedure preferentially produces template amplicons at the 3′ end of the original mRNA. Therefore, we concentrated on identifying 3′ UTR isoform variants using our Illumina RNA-seq data. For each gene, we computed the start position (defined as the left-most genomic coordinate of a read) of each sense and antisense read, assigning a directional read multiplicity value to each genomic position. To reduce random noise, we then computed a moving average of the read coverage for the sense and antisense direction, respectively, using a window size of 50 that is moved by 5 base pairs. The resulting moving window averages were used to compute a differential (Number of antisense reads − Number of sense reads) for each genomic position. The differential peaks generated in this manner were normalized by percentile height and the base positions under top 2 % peaks with a read depth of ≥10 were retained as candidate 3′ UTR end positions. For each gene, we computed the pairwise overlap in 3′ UTR ends of two samples as follows. Let A and B represent the samples. Then for each identified 3′ UTR end position in sample A, we scored a match if there was a 3′ UTR position in sample B within 200 base pairs of sample A’s position. Then pairwise overlap was defined as:

$$ d\;\left(A,B\right)=\left[\frac{\#\# Matches\; of\;A}{\# 3\mathit{\hbox{'}}UTR\; ends\; in\;A}+\frac{\# Matches\; of\;B}{\# 3\mathit{\hbox{'}}UTR\; ends\; in\;B}\right]\;/2 $$

Each identified 3′ UTR end position of every cell was compared with all of the other cells and a table was prepared that gives the fraction of cells of each cell type that has the peak. If in any cell type the gene was expressed in fewer than five cells, then that cell type was ignored for the gene. Then we identified three categories of genes using this table. First, genes that share all identified 3′ UTR positions were defined as those where, for all the expressed cell types, ≥80 % of the cells showed the 3′ UTR end and there were at least two different cell types involved. Second, genes for which no cells share the same set of 3′ UTR ends were defined as those for which the fraction was <0.6 for all putative 3′ UTR ends in all expressed cell types and there were at least two different cell types involved. Third, genes where there is evidence of cell-type-specific use of 3′ UTR ends were defined as those where there is a coherent 3′ UTR end (≥80 %) in at least one cell type which is absent or less coherent in other cell types.

### Data access

Raw RNA-sequencing data are archived in NCBI’s Gene Expression Omnibus [GEO: GSE56638].

## Additional files

Additional file 1:
**Supplemental tables. Table S1.** Dataset and RNA-sequencing statistics for each cell type. **Table S2.** RNA sequencing and quality control data for each single-cell sample. See "Materials and methods" for details about quality indicators used. **Table S3.** Summary of single-cell transcriptome characteristics. See "Results" for details on cell size adjustment. **Table S4.** Association between common expression and mutant phenotypes. Contingency tables show counts of genes with common expression and for remaining expressed genes (with at least one read in at least one sample for the indicated sample set), categorized as causing indicated mutant phenotype or not. Tables are shown for all significant pairwise associations (chi-square tests of independence with Bonferonni-corrected *p* values <0.05) and also for cardiomyocyte samples and mutant phenotypes. Phenotypic annotations were accessed from the Mammalian Phenotype Ontology on 23 June 2013 [47, 48]. Annotation IDs assigned to each mutant phenotypic category can be found in Table S7. **Table S5.** Within- and between-cell-type transcriptome variance computed on variance-stabilized frequencies. Only genes with an average relative frequency of greater than 6.3 × 10^−5^ across all cells are included. Variance stabilization: asin(2 × −1) − asin(−1). **Table S6.** Enrichment of Gene Ontology (GO) categories among variable genes identified by the F-statistic, variable genes identified by the outlier-sum statistic, and normally expressed genes by cell type. **Table S7.** Mammalian Phenotype Ontology annotations considered indicative of prenatal lethality or of tissue-specific mutant phenotypes [48]. Additional file 2: Figure S1. Dataset quality and transcriptome characteristics. **a, b** Single-cell samples were sequenced to a sufficient depth. **a** Pseudo-single-cell RNA-sequencing libraries with a range of sequencing depths, generated by randomly subsampling reads from single-cell RNA-sequencing libraries. We generated 100 pseudo-libraries for nine cells of each mouse cell type ranging from 0.5 million to 9.5 million uniquely aligning exonic reads. **b** Number of observed genes as a function of sequencing depth for single-cell dataset. **c** Complete-linkage hierarchical clustering of single-cell samples based on Euclidean distance between gene expression profiles using log_10_ zero-corrected normalized read counts for marker gene expression. **d, e** Pairwise correlations of zero-corrected normalized read counts for all detected genes (greater than zero reads in any sample) on a log_10_ scale. **d** Pairwise Pearson correlation coefficients for entire mouse dataset. Sample tissue or dilution input amount for a given row is indicated by the colored bar to the left of the heatmap and for a given column by the colored bar above the correlation heatmap. **e** Scatter plots of technical amplification replicates beginning with 10 picograms (pg) of total RNA. Upper triangle contains Pearson correlation coefficient. **f, g** Tissues differ in single-cell transcriptome characteristics. **f** The number of highly expressed genes comprising 50 % of reads by cell type. **g** The number of genes found only in a single cell by cell type. **h** The number of genes detected by cell type after correction for cell size. An adjusted detection threshold has been applied to each pyramidal neuron, removing all genes with expression below eight times the minimum observed relative frequency. The 100 picogram dilution replicates have been similarly corrected for tenfold and twofold differences in input RNA. Sample sizes, colors and abbreviations: brown adipocytes (*n* = 13, *brown*, *Adi*); cardiomyocytes (*n* = 19, *red*, *Car*); pyramidal neurons, cortex (*n* = 19, *dark blue*, *Pyc*); pyramidal neurons, hippocampus (*n* = 18, *light blue*, *Pyh*); serotonergic neurons, dorsal raphe (*n* = 22, *purple*, *Ser*); dilution controls starting with 100 pg (*n* = 9, *dark gray*, *100p*), 50 pg (*n* = 9, *gray*, *50p*), or 10 pg total RNA (*n* = 12, *light gray*, *10p*). Additional file 3: Dataset S1. Identified gene sets. Includes lists of private genes (genes observed in only one single-cell sample); universally common genes (genes observed in every single-cell sample); cell-type-specific common (genes abundantly expressed in every single-cell sample of a specific cell type, excluding universally common genes); 5 % most variable genes as identified by F-statistic; most variable genes by outlier-sum statistic; most normally expressed genes by Shapiro-Wilk statistic; and differentially variable genes across cell types. Lists are based on mouse data. Additional file 4: Figure S2. Accounting for technical characteristics of aRNA sequencing. **a–d** Selection of an expression level threshold for reliable quantification. Reported threshold read depths are average values across all biological samples. *% transcriptome* indicates the percent of the expressed transcriptome with expression levels greater than threshold, averaged across biological samples. In panels **a–c**, solid lines indicate median values across 500 neighbors by expression level for each group. **a** Fraction of replicates without detection of gene expression as a function of expression level. Vertical dotted line indicates threshold beyond which genes are reliably detected across replicates. **b** Variance across biological and dilution replicates as a function of expression level. Vertical dotted line indicates threshold beyond which genes’ median variation across biological replicates is at least twice the median variation observed across 10 picogram (pg) dilution replicates. **c** Normality of experimental variation as a function of expression level and amount of input RNA. Vertical dotted line indicates threshold beyond which Shapiro-Wilk *p* value >0.01 consistently across 10 pg dilution replicates. **d** Expression level (relative frequency) versus gene expression rank. Horizontal dotted line indicates estimated threshold beyond which frequency decreases more rapidly with gene rank in the 10 pg dilution controls. Solid lines represent individual samples. **e** Variation as a function of expression level across 10 pg dilution controls. Yellow line indicates median variation of 500 neighboring genes by expression level, which is used as an estimate of experimental variation as a function of expression level. **f** Scatter plots of gene traits and gene expression measurements. Mean read counts were calculated separately for each cell type and for dilution controls. **g** Experimental variation normality as a function of expression level for 10 pg dilution controls. Vertical dotted line indicates threshold beyond which Shapiro-Wilk *p* value >0.01 consistently across 10 pg dilution replicates. **h** F-statistic (ratio of single-cell variation to experimental variation) does not depend on gene GC content or gene length. Scatter plots of gene traits and F-statistic values. Mean F-statistic values were calculated separately for each cell type. Sample sizes, colors and abbreviations: 10 pg dilution replicates (*n* = 12, *light gray*, *10p*); 50 pg replicates (*n* = 9, *gray*, *50p*); 100 pg replicates (*n* = 9, *dark gray*, *100 p*); all single-cell samples (*n* = 91, *orange*, *All cells*). Additional file 5: Figure S3. A subset of genes demonstrates variable expression in each examined tissue type. **a–i** Scatter plots of F-statistic as a function of gene expression level for each experimental group. Vertical dashed line indicates quality control threshold used for variation analysis. Genes with relative frequencies below this threshold were not included in variation analysis. Horizontal dashed line indicates the top 5 % of included genes by F-statistic value for each cell type or dilution control. The F-statistic across 10 pg dilution controls is shown in black in panels **a**–**f. j** Scatter plot of average mRNA half-life in hours and outlier-sum statistic values across all single-cell samples. Sample sizes, colors and abbreviations: brown adipocytes (*n* = 13, *brown*, *Adi*); cardiomyocytes (*n* = 19, *red*, *Car*); pyramidal neurons, cortex (*n* = 19, *dark blue*, *Pyc*); pyramidal neurons, hippocampus (*n* = 18, *light blue*, *Pyh*); serotonergic neurons, dorsal raphe (*n* = 22, *purple*, *Ser*); all single-cell samples (*n* = 91, *orange*, *All cells*); 10 pg dilution replicates (*n* = 12, *black*, *10p*); 50 pg. dilution replicates (*n* = 9, *black*, *50p*); 100 pg dilution replicates (*n* = 9, *black*, *100p*).

How the deposited data were processed for this re-analysis (not part of the article)

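RNA of 107 single cells and of 30 dilution controls was amplified, made into Illumina libraries and sequenced by the authors. The 91 mouse cells comprised 22 serotonergic neurons, 18 hippocampal and 19 cortical pyramidal neurons, 19 cardiomyocytes and 13 brown adipocytes, and the 16 rat cells were 8 cortical and 8 hippocampal pyramidal neurons. The controls were 12 amplifications from 10 pg of mouse heart RNA, 9 from 50 pg and 9 from 100 pg. The condition of every sample was taken from its label and title and matched to Tables S1 and S2.

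The authors aligned mouse reads to mm9 with RUM and rat reads to rn5 with STAR, kept uniquely aligned reads, and counted them on the exons of annotated genes with htseq-count. Every file held whole numbers of reads per gene for a single sample, without normalization. Mouse files listed 23353 genes and, besides them, the reads outside exons and the ambiguous reads, which entered neither library sizes nor tests. Reads outside exons were 42% of the assigned reads on average over mouse cells, and ambiguous reads 0.688%. Rat files listed 17081 genes without such entries. The annotation of the reference used here for coordinates is on the same build, mm9, and holds 21457 (91.9%) of the gene symbols. No file held the reads themselves, so alignment, the filter on mismatches and the quality filter that reduced the cells to those analysed were taken as the authors made them.

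Reads on genes per sample averaged 17906257 in mouse cells and 12771089 in the controls, with ranges and medians per group given where each experiment is introduced. Where depth could change a number, counts were thinned without replacement to 5000000 reads per mouse cell, or to 4000000 for controls and for expressed genes of rat against mouse. Common genes, Jaccard indices and F-statistics of both species were computed on all reads, and the effect of depth on them between species was not tested. Genes seen at a lower depth were computed as means of the hypergeometric distribution. Confidence intervals of shares are exact (Clopper-Pearson) at 95%.

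Normalized counts were counts divided by median-ratio size factors, computed over the 404 genes with a read in all 91 cells, and relative frequencies were counts divided by the reads on genes. A gene was expressed with at least 1 read, private with a read in exactly 1 of the 91 cells, and universal with a read in all of them. Common genes of a type were the 400 others with the highest minimum normalized count. The size correction ignored genes of a pyramidal neuron below 8 times its smallest relative frequency. Principal components used arcsine-transformed relative frequencies, and marker profiles were clustered by complete linkage on log10 normalized counts plus 1 into 5 clusters.

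The F-statistic was the variance of relative frequencies over cells divided by the running median variance of the 10 pg controls in a window of 500 genes of like mean, for genes with a mean above 6.3e-05. The most variable genes were the top 5%. Gene families were formed from symbols and compared with 10000 random lists matched on expression in 20 bins. The outlier-sum used the median absolute deviation times 1.48, a minimum of 100 and at most 400 genes per type, and the normally distributed genes were those with a Shapiro-Wilk p above 0.005, at most 400 by that p. The partial correlation of log10 F between species was taken given log10 mean expression in each species, over genes matched by symbol (13928 pairs), with 1000 shuffles within expression bins.

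Cells of a type came from animals that neither the paper nor the labels name, so cell types were compared by description only, with the mean and SD over cells. Tests were made among the dilution controls. Numbers of genes were compared by exact permutation tests of the difference in means, two-sided, with Benjamini-Hochberg adjustment over the 3 pairs of amounts, and for 50 and 100 pg also with the labels permuted within the label series. Counts of single genes were compared by edgeR's quasi-likelihood test with TMM factors and its default filter on low counts, between 10 pg and 100 pg, and between the label series of the 50 pg and 100 pg controls with the amount as a further term. For correlations among 12 controls, 100000 resamples were drawn. In other splits of the same samples, 100 were drawn for each edgeR test, the real one among them.

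The F-statistic, the outlier-sum and both edgeR tests were tested on simulated data. With 100 genes changed by 2 on the log2 scale, edgeR called 14 between 10 and 100 pg and 22 between label series, and with a change of 5 it called 66 and 74. The number of genes it called in all was 81 and 102, of which 1 and 6 were false. Small differences between controls are therefore often missed.

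Other settings were tried for each result, 1 choice at a time: the read minimum, thinning, the kit and sequencer, the label series, TMM or other size factors, the transform, the gene set, the length of lists, the threshold, the window, the control amount behind the curve, the form of the variance, the outlier limit and scale, the test for normality, DESeq2, no filter on low counts, a replicate block, and leaving out each control of the label-series test in turn. Removing mitochondrially encoded genes was planned, but 0 of them were in the files. Most of these settings were fixed before the data were examined, and the tests of explanations before their results were seen, except those named next. Added later were pairwise correlations without the log and by rank, the F-statistic without Rn45s, a linear model of gene families, the permutation within label series, private genes with 2 reads as the rule in all cells, a further form of the variance between types, the comparison of rat neurons with the 10 pg controls as a reading of technical variability, and the comparison of Y-linked reads with their X-linked paralogs. For 3 explanations (cells of another type or state, interneurons among cortical neurons, technical variability of single genes) the criterion set earlier spoke against the cause, and the reading was changed to undecided once the results were seen.

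Genes are named in the text by a rule fixed in advance: genes named in the paper's text or figures, in each mouse type the gene with the largest mean share of reads, the largest F-statistic and the largest outlier-sum, the universal gene and the common gene of each type with the highest minimum, the 3 genes with the largest change in each direction in each edgeR test (adjusted p under 0.05 and a mean of at least 100 normalized counts in a group), the sex-linked genes Xist, Ddx3y, Eif2s3y, Kdm5d and Uty, and genes of the marker lists. The paper's gene lists and Table S2 had been read when the rule was written. Any gene named outside the rule is marked as chosen after its values were seen.

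Marker lists of interneurons, excitatory neurons, oligodendrocytes, astrocytes, microglia, endothelial cells and fibroblasts were written down before they were tested. For each list and type, the mean rank correlation of its genes over cells was compared with 1000 random lists matched on expression. Enrichment of gene ontology or phenotype terms, RNA half-lives and positions of reads within transcripts need annotation or reads that were not used here, and no values are given for them. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0.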

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

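Of the tests reported here, the comparison of Y-linked reads with their X-linked paralogs was chosen after the result was seen.

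The paper does not report on the sex of the cells. Xist, the RNA that coats the inactive X chromosome in females, reached 1914.8 reads per 1000000 reads on genes in a brown adipocyte, a signal in a gene the paper leaves aside. In the 30 dilution controls, made from RNA of male heart, its largest value was 0.375 on the same scale, and 3 of them had any Xist read. The largest value of a cell was thus 5106 times the largest of the controls. The controls were made with another kit and read on another sequencer than the brown adipocytes. This ratio therefore cannot decide whether reads were carried over between the libraries of the cells. Above 10 on that scale, Xist was found in 30 of the 91 cells: 6 brown adipocytes, 7 cardiomyocytes, 12 cortical neurons and 5 hippocampal neurons. No serotonergic neuron passed that level, and their largest value was 0.0958. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty together exceeded 10 in 70 cells, 19 of them serotonergic neurons. Cells taken from embryos of both sexes, and serotonergic neurons taken from males, would be consistent with these numbers, but the sex of the animals is not given and was not tested.

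In 19 cells Xist and the Y-linked genes were above 10 reads per 1000000 together. These were 10 of 19 cortical neurons, 5 of 18 hippocampal neurons and 4 of 13 brown adipocytes, and 0 of 19 cardiomyocytes and 0 of 22 serotonergic neurons. Reads of the X-linked paralogs Ddx3x, Eif2s3x, Kdm5c and Kdm6a counted on the Y-linked genes were tested as a cause. Among cardiomyocytes with Xist above that level, the Y-linked genes had at most 0.438 reads per 1000000 and at most 0.00105 reads per read on the paralogs. All 19 cells with reads on both exceeded 10 times that ratio, with a median of 0.377 and a smallest value of 0.0224, which argues against the paralogs. Carry-over between libraries was not tested for these 19 cells. The 3 types concerned were kept in culture, whereas cardiomyocytes were sorted from hearts and serotonergic neurons taken from slices. RNA of more than 1 animal in a sample, for instance from neighbouring cells of a culture of pooled embryos, is a candidate explanation that these counts cannot test, since neither the litters nor the sex of the embryos is given. The rule for these cells was a level set in advance, and no other measure was compared between them.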

How the results depend on the processing

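The alternatives chosen only after the results were seen were pairwise correlations without the log or by rank, the F-statistic without Rn45s, the linear model of gene families, the permutation of 50 and 100 pg controls within label series, private genes with 2 reads as the rule in all cells and the form of the variance that follows the notes of Table S5.

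Over 69 results, 261 values were computed under another setting. Of these, 175 kept their direction and moved by less than the spread or stayed on their side of the threshold, 81 moved by more than the spread, 4 ratios changed sides of 1 and 1 test passed 0.05, and the cause of a change was not tested except where the setting itself shows it. The permutation tests of expressed genes between amounts of the dilution controls stayed on the same side of 0.05 in 10 of 10 values. Permuted within the label series, the difference between 100 and 50 pg was 1280 genes (exact permutation p = 0.000126, the smallest it can give). The difference in expressed genes between pyramidal neurons and other cells kept its sign under every setting run and ranged from 2687 genes with a 16-fold correction to 7025.

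Requiring 10 reads in every cell left 158 universal genes, which can only fall from 404. Requiring 2 reads in the cell that holds a private gene, with none in the others, left 175, which is the 371 without the 196 that had 1 read. With 2 reads as the rule in all cells there were 596, so the number of private genes fell or rose with the form of the rule, while 89.7% and 88.8% of them lay in pyramidal neurons. Among serotonergic neurons of the TruSeq kit alone the rank correlation of depth and expressed genes was 0.214, and the median F-statistic relative to the 10 pg controls was 4.32. In the 12 controls of 10 pg the rank correlation of depth and genes was 0.622 with at least 10 reads required (permutation p = 0.0355, and 0.106 adjusted over the 3 amounts) and 0.252 with 1 read. On log10 normalized counts, 87.9% of cells lay next to a cell of their own type on the principal components.

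Restricting pairwise correlations to genes above the expression threshold gave medians of 0.665 in cardiomyocytes, 0.626 in cortical neurons and 0.427 in serotonergic neurons, and 0.476, 0.565 and 0.715 in the 10, 50 and 100 pg controls. With TMM factors the 100 pg value was 0.827. Without the log, hippocampal neurons had 0.776, serotonergic neurons 0.451, and the controls 0.926, 0.942 and 0.954.

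For cortical neurons the Jaccard index between mouse and rat was 0.201 with 200 genes per list, 0.299 with 800 and 0.309 with ranking by mean count, and for hippocampal neurons it was 0.231 with 200 genes.

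With a threshold of 2.6e-05, the median F-statistic of cardiomyocytes and cortical neurons fell below that of the 10 pg controls, to 0.997 and 0.898 of it, while hippocampal neurons had 0.302 and serotonergic neurons 4.465. On normalized counts the ratios of cardiomyocytes and cortical neurons were 0.918 and 0.917, below 1 again, those of hippocampal and serotonergic neurons 0.339 and 6.47, and the genes with F above 10 numbered 48 in cardiomyocytes, 29 in hippocampal neurons and 1227 in serotonergic neurons. On arcsine-transformed values the genes above 10 numbered 140 in brown adipocytes, 29 in cardiomyocytes, 21 in cortical neurons, 11 in hippocampal neurons and 175 in serotonergic neurons, whose ratio was 3.83. With the curve taken from the 100 pg controls they numbered 1968, 364, 410, 143 and 2620 in the same order, since that curve is lower. A window of 200 genes left 31 in hippocampal neurons. In these settings brown adipocytes and serotonergic neurons stayed above the controls and hippocampal neurons below.

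The variance between cell types depended on its form. As a squared difference of means it ran from 0.311 to 2.147, with 5 of 10 pairs of types below the largest variance within a type. As the mean over all pairs of cells it ran from 0.598 to 2.26, again with 5 pairs below. Over all genes with a read the variance within types ran from 0.384 to 1.89 and the largest between types was 1.16. On normalized counts the largest within a type was 2.357, and the values between types ran from 0.131 to 0.932. In the form after Table S5 the variance ran from 0.214 to 1.31 within types and from 0.258 to 1.881 between them, with 4 pairs below. The doubling of a squared difference over the variance of a pair of means follows from the formula.

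The partial correlation of F between species was 0.322 in cortical and 0.321 in hippocampal neurons with a threshold of 0.0002. In hippocampal neurons it was 0.237 by rank and 0.233 on arcsine-transformed values. In the linear model, the difference between ion channels and transcription factors in log10 F changed its sign, from 0.112 to −0.0174, a change within the spread between types.

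On log10 counts an outlier-sum of 100 was reached by 26 genes in brown adipocytes, 8 in cardiomyocytes, 1 in cortical neurons, 0 in hippocampal neurons and 70 in serotonergic neurons, against 828, 87, 39, 18 and 1618 on normalized counts. By construction, a limit of 50 gave 81 genes in cortical and 54 in hippocampal neurons, and a limit of 200 gave 20 and 5. Without the factor on the median absolute deviation hippocampal neurons had 30. Testing normality on log10 counts gave 73 genes that were outliers in a type and normal in another, against 46.

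Between 10 pg and 100 pg, edgeR called 269 genes at an adjusted p under 0.05, 27 higher and 242 lower in 100 pg. DESeq2 called 1722 (1169 higher and 553 lower, 260 shared), and edgeR without the filter on low counts 3159 (2245 and 914, 268 shared). With the 50 pg controls in the fit there were 422 (175 and 247, 248 shared), and with the 100 pg controls of the letter series alone 86 (17 and 69, 72 shared). A replicate block on the numbers 1 to 9 gave 614 (463 and 151, 159 shared). The share of genes higher in 100 pg thus moved with the setting. The HRTms series alone gave 217 (79 and 138, 121 shared), and RLE factors 202 (21 and 181). Like-numbered controls did not deviate together gene by gene: the correlations of their deviations lay between −0.0144 and 0.00889 for 10 and 100 pg, −0.0319 and 0.0258 for 10 and 50 pg and −0.0678 and 0.0476 for 50 and 100 pg. Most like numbers of 50 and 100 pg share a label series, and within series the range was −0.0221 to 0.0170. Their numbers of expressed genes had correlations of −0.0885 (10 and 50 pg), 0.313 (10 and 100 pg) and 0.401 (50 and 100 pg) over 9 pairs. For expressed genes the replicate block gave a difference of 2543 between 100 and 10 pg (exact sign-flip permutation, two-sided, p = 0.00391, the smallest it can give).

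Between the label series, edgeR called 268 genes, 58 higher and 210 lower in the HRTms series. DESeq2 called 1016 (507 and 509, 268 shared). The 50 pg controls alone gave 76 (5 and 71, 66 shared) and the 100 pg controls alone 69 (14 and 55, 56 shared), with fewer samples behind each. No filter on low counts gave 276 (72 and 204, 223 shared), and RLE factors 275. Leaving out each control in turn gave 213 to 273 genes.

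Removing mitochondrially encoded genes was not run because the files hold 0 of them. Depth limits the calls that rest on few reads: 196 of the private genes had 1 read, 79 universal genes had 1 read in some cell, and at 5000000 reads 538 genes were private and 307 universal. In simulated controls, edgeR called 14 of 100 genes changed by 2 on the log2 scale between 10 and 100 pg, so a gene it does not call is not shown to be unchanged.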

Differences from the paper's values

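The alternatives chosen only after the values were seen are the linear model of gene families, the pairwise correlations without the log and the form of the variance after the notes of Table S5.

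A value was called different when it was over 1.5 times the paper's or the paper's over 1.5 times it, by more than the larger of the SD here and the paper's error, where these exist. For correlations and differences of log10 F the gap itself had to exceed the larger error, with no ratio. Of 81 values set beside the paper's, 59 did not differ and 22 did. Most of the latter concern the variance between cell types, where the paper's text does not give the formula and the notes of Table S5 give the gene set. Here the variance of a pair of type means over 6370 genes was used. The paper's smallest and largest values are 0.26 and 1.88, and those here were 0.155 and 1.073. Of the alternatives set before the data were examined, the squared difference of means (0.311 and 2.147) did not differ from either. Over all genes with a read the smallest was 0.178, which did not differ, and the largest was 1.16, which did. Over all pairs of cells the smallest was 0.598, which differed, and the largest 2.26, which did not, while normalized counts (0.131 and 0.932) differed at both ends. With the form after Table S5, chosen after the values were seen, the range was 0.258 to 1.881, and 20 of the 21 values of Table S5 equalled the paper's at 2 decimals, the other being 0.195 against the paper's 0.19.

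By pair, the paper's variance between brown adipocytes and the other types is 1.25 for cardiomyocytes, 1.46 for cortical neurons, 1.72 for hippocampal neurons and 1.37 for serotonergic neurons, and here it was 0.719, 0.830, 0.996 and 0.777. Between cardiomyocytes and cortical, hippocampal and serotonergic neurons the paper's values are 1.58, 1.88 and 1.7, and those here were 0.887, 1.073 and 0.944. For cortical and hippocampal neurons the paper gives 0.26, for cortical and serotonergic neurons 0.56, and for hippocampal and serotonergic neurons 0.73, and here the values were 0.155, 0.336 and 0.448. The squared difference of means did not differ for any of these 10 pairs, and normalized counts differed for all of them. The mean over all pairs of cells did not differ for the 3 pairs of brown adipocytes with cardiomyocytes, cortical and hippocampal neurons (1.705, 1.831 and 1.823) and the 3 pairs of cardiomyocytes with neurons (1.488, 1.501 and 2.026), and differed for the other 4. All genes with a read did not differ for the 3 pairs among neurons (0.178, 0.390 and 0.532) and differed for the other pairs. For the 10 and 50 pg controls the paper gives 0.18 and the value here was 0.114. There the squared difference (0.228), all genes with a read (0.134) and normalized counts (0.142) did not differ, and the mean over all pairs (0.423) did. The variance within controls is the paper's 0.23, 0.15 and 0.09 for 10, 50 and 100 pg, and was 0.398, 0.283 and 0.172 here. It differed over all genes with a read (0.562, 0.389 and 0.241) and with normalized counts (0.492, 0.284 and 0.156), the 2 alternatives set before the data were examined that can change it. The other 2 change only the value between groups. It was 0.233, 0.154 and 0.093 in the form chosen after the values were seen.

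For gene families, the paper's difference in adjusted log10 F between transcription factors and ribosomal genes in Table 1 is 0.17, and the one here was 0.361, with families formed from symbols rather than annotation. No alternative was set for it beforehand, and the linear model, chosen after the values were seen, gave 0.392. The paper's lowest rank of the genes variable in a type and normal in another is the top 36%, and here it was 20.6%. The paper's own 58 genes, ranked in the same way, reached 20.2%.

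The partial correlation of F between mouse and rat is about 0.19 in Fig. 3c, read by eye, for cortical neurons and was 0.263 here, with a jackknife error over cells of 0.0578 as the limit. By rank (0.226), without the 2 rat cells of low depth (0.220) and with the control term (0.232) it did not differ, and with thresholds of 2.6e-05 (0.249) and 0.0002 (0.322) and on arcsine-transformed values (0.302) it did. For hippocampal neurons it is about 0.22 in Fig. 3d, read by eye, and was 0.282 here, with a smaller error of 0.0323 as the limit. By rank (0.237) and on arcsine-transformed values (0.233) it did not differ, and with thresholds of 2.6e-05 (0.254) and 0.0002 (0.321) and with the control term (0.259) it did. Genes were matched by symbol here and by a homologue table in the paper.

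The paper lists 30 outlier-sum genes in hippocampal neurons, and 18 were found here, all of them among the paper's. Without the factor on the median absolute deviation there were 30, which did not differ. A limit of 50 (54 genes), a limit of 200 (5), log10 counts (0) and relative frequencies (16) all differed. The paper lists 277 normally distributed genes in serotonergic neurons, and 127 were found here, 115 of them shared. No alternative was set for that number. The notes of Table S6 describe the normality criterion with the opposite inequality from the methods, and the methods' form was used.

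The paper states that pairwise correlations are generally larger among controls than among cells. Here the controls of 10 pg (0.679) lay above 2 of the 5 cell types and below cardiomyocytes (0.739), cortical neurons (0.714) and hippocampal neurons (0.851). Those of 100 pg (0.809) lay above 4. Controls were correlated over 17954 genes and cells over 22527, so this order rests on unlike sets of genes. Without the log, chosen after the values were seen, all control amounts lay above all 5 types (0.926 at 10 pg and at most 0.779 in cells). The paper reports no relation between depth and detected genes within its range of coverage. In 4 of the 5 types the rank correlation was between −0.146 and 0.158, and in serotonergic neurons it was 0.791, falling to 0.214 within the TruSeq kit.

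The paper states that ion channels are the most variable family. In 4 of 5 types they exceeded transcription factors here, by 0.112 on average, mostly from brown adipocytes and cardiomyocytes with 11 and 10 ion channel genes. In the linear model chosen after the values were seen the difference was −0.0174. The stated minimum of exonic reads is not met by 2 rat cortical neurons, with 4367992 and 4534872 reads. Among the genes the paper shows as variable in a type and normal in another, the call of Ndrg2 as variable in hippocampal neurons was missed here by an outlier-sum of 94.5, and it was not called normal in serotonergic neurons. With a limit of 50 its sum would pass. Braf is listed by the paper as an outlier gene of brown adipocytes, and here its sum (340.5) passed the limit but lay outside the top 400 genes.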

Other observations

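The tests of explanations and their criteria were set before their results were seen, while the counts by Gad1, Gad2, Slc17a7 and Slc17a6 and the comparison of rat neurons with the 10 pg controls were chosen after. By the criteria set in advance the results spoke against cells of another type or state, against 1 or 2 interneurons and against technical variability of single genes, and these readings were changed to undecided after the results were seen.

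Technical explanations for the larger number of expressed genes in pyramidal neurons were tested. With every mouse cell at 5000000 reads, 99.3% of the difference to the other cells remained, which argues against depth. Among cells of the TruSeq kit on the HiSeq 2000, the pyramidal side held 18 cortical and no hippocampal neurons. The difference was then 83.8% of that for all pyramidal neurons. Leaving out hippocampal neurons accounts for part of this loss, since all cortical neurons averaged 13953 genes and all pyramidal neurons 14964. This argues against kit and sequencer as the whole cause in cortical neurons, and hippocampal neurons were not tested. Reads of unspliced RNA or genomic DNA on exons were tested within types by the rank correlation of the share outside exons with expressed genes. It was 0.470 in cortical and 0.319 in hippocampal neurons. In brown adipocytes, cardiomyocytes and serotonergic neurons it was −0.214, −0.0596 and −0.0367, so a larger share did not go with more genes there. In pyramidal neurons such reads may contribute, and they cannot be told apart from biology because the share is itself highest in these cells. Olfactory receptor genes were read in 275.3 (hippocampal) and 189.5 (cortical) of the 1122 per cell, against 3.37 in cardiomyocytes. Cell type, age, collection and culture vary together, so a biological cause stays open and was not tested.

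Outlier-sum genes were asked whether they gather in a few cells, as cells of another type or state would cause. In 2 of the 5 types, cortical and hippocampal neurons, a single cell held at least 3 times its even share, namely 3.195 times (19 of 39 genes) and 4 times (12 of 18 genes). In brown adipocytes, cardiomyocytes and serotonergic neurons the largest shares were 2, 2.43 and 2.17 times the even one. The lists of brown adipocytes and serotonergic neurons hold 400 of the 828 and 1618 genes that passed the limit, and the test reads 1 cell at a time, so cells of another type or state cannot be told apart from variation spread over the cells of a type. For Crh, Vip and Tac2, the outlier values lay in 8 cortical cells, but 1 cell held 86.6% of the counts of Crh and another 96.8% and 96.1% of those of Vip and Tac2. These cells ranked 15 and 11 of 19 by interneuron genes. For the cell with Vip and Tac2 the rank decides nothing, because Gad1 and Gad2 together exceeded Slc17a7 and Slc17a6 in 16 of the 19 cells, this one included. The cell with Crh is among the other 3, with 26984 counts of Slc17a6 against 476 of Gad1 and 8769 of Gad2, which goes against an interneuron there, though Gad2 was not absent and it is 1 cell. An origin of the outlier values in 1 or 2 interneurons therefore cannot be told apart from variation among pyramidal neurons.

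A related pattern was noticed after the values were seen. Gad1, a gene of inhibitory neurons that is in the paper's own list of pyramidal markers, was read in 19 of 19 cortical neurons with 51265 ± 46003 (SD, n = 19) normalized counts. Slc17a7, a gene of excitatory neurons, averaged 521 ± 673 (SD, n = 19). Gad1 and Gad2 together exceeded Slc17a7 and Slc17a6 in 16 of 19 cortical and 7 of 18 hippocampal neurons. This was so in 20 of 22 serotonergic neurons too, at lower levels of Gad1. Its median was 119.8 normalized counts there, 44365 in cortical and 4764 in hippocampal neurons. The sign of the excess is thus not particular to cells collected as pyramidal and does not by itself name a cell as inhibitory. In cortical and hippocampal neurons Gad1 and Slc17a7 were read together in 18 of 19 and 18 of 18. No explanation, technical or biological, was tested for these counts.

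In serotonergic neurons, RNA of oligodendrocytes or microglia taken up from the slice was tested with marker lists. The oligodendrocyte list, 10 of whose 12 genes had a read in at least 3 cells, had a mean rank correlation of 0.378 over cells against 0.0732 in random matched lists, at percentile 100, and the microglia list (11 of 11 genes in at least 3 cells) lay at 99.1. Oligodendrocyte genes together took at most 10.8% of the reads of a cell (median 0.229%). Among genes of the list, the largest share in any cell was 9.42% for Mbp, 0.128% for Cldn11 and 1.39e-05% for Mog. Microglia genes together took at most 3.43%, in another cell, and the largest share of each gene in any cell was 2.62% for Ccl4, 0.729% for Ccl3, 0.377% for Ctss and 9.25e-06% for Cx3cr1. For each list 2 cells were above 1%. These values are consistent with glial RNA in some samples, and they hold as a hypothesis, since Mog and Cx3cr1 stayed near 0 and glial transcripts in the neurons themselves were not excluded. Prr18 and Mbp, the genes with the largest outlier-sum and F-statistic of the type, belong to the oligodendrocyte list.

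In cardiomyocytes, fibroblast RNA was tested in the same way. The fibroblast list (9 of 10 genes with a read in at least 3 cells) lay at percentile 100, with a mean rank correlation of 0.431 against 0.0331. In 1 cell the list took 4.49% of the reads, with Postn at 3.94%, Col3a1 at 0.250% and Col1a2 at 0.139%. The median cell had 0.000317% and the next highest 0.00705%, so apart from 1 cell the rank correlation rests on shares near 0. The cell with 4.49% ranked 10 of 19 from the lowest by cardiomyocyte markers. By the methods, PCR on the sorted cells found Tnnt2 and no Pdgfrb, a check meant to exclude fibroblasts and other cardiac cells. Fibroblast RNA taken up with that cell therefore cannot be told apart from fibroblast genes expressed by the cell itself. Over the 19 cells the shares of both sets of markers had a rank correlation of −0.489, which again rests mostly on fibroblast shares near 0.

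The remaining lists gave the following percentiles among random lists. In serotonergic neurons they were 95.6 for endothelial, 74 for astrocyte, 48 for fibroblast, 41.1 for interneuron and 39.1 for excitatory neuron genes. In cardiomyocytes they were 85.2 for oligodendrocyte, 68.2 for interneuron, 38 for endothelial and 14.1 for astrocyte genes, and too few excitatory neuron and microglia genes had a read in at least 3 cells for a value. In brown adipocytes the fibroblast list was at 100, with at most 1.23% of the reads of a cell, and endothelial genes were at 99.5, microglia at 96.5, excitatory neuron at 86.1, interneuron at 68, astrocyte at 64.4 and oligodendrocyte at 37.3. In cortical neurons interneuron and excitatory neuron genes were at 100, oligodendrocyte at 99.8, endothelial at 98.6, astrocyte at 98.2, fibroblast at 97 and microglia at 51. In hippocampal neurons astrocyte and microglia genes were at 100, interneuron at 99.9, excitatory neuron at 99.8, fibroblast at 99.3, endothelial at 73.6 and oligodendrocyte at 70.5. Lists above 95 in a type do not name a source by themselves, since genes of a cell's own programme also vary together.

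Explanations for the correlation of F between mouse and rat were tested. Over the 777 (cortical) and 785 (hippocampal) genes also above the threshold in the 10 pg controls, the partial correlations were 0.252 and 0.270. With log10 F of those controls as a further term they were 0.232 and 0.259, so 92.1% and 95.9% remained. Rat neurons and the 10 pg controls themselves gave 0.199 and 0.175, which is 75.7% and 62.1% of the matched values of 0.263 and 0.282. Genes shuffled within expression bins gave medians of 0.094 and 0.129. The F of 12 controls is a noisy term that need not remove all it stands for, so technical variability of single genes shared by all libraries cannot be told apart from a biological cause. The partial correlation of rat neurons with mouse brown adipocytes, cardiomyocytes and serotonergic neurons was 77.3% to 116.3% of the matched value. A pattern shared by all cell types may therefore account for much of it, and it cannot be told apart from one of pyramidal neurons, because each value rests on 8 rat cells and other genes passed the threshold in each pair.

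Rat neurons had fewer genes than mouse neurons at 4000000 reads over the 13928 genes matched by symbol: 7914 ± 1301 (SD, n = 8) against 9106 ± 1465 (SD, n = 19) in cortex and 7143 ± 1277 (SD, n = 8) against 10415 ± 1227 (SD, n = 18) in hippocampus. Genes without a read in any rat cell, 1054 of them, made up 9.24% of the difference, which argues against genes that the rat annotation cannot count as its main source. Species, aligner, annotation and culture differ together, and no biological explanation was tested.

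Among the dilution controls, 269 of 8264 genes differed between 10 and 100 pg (edgeR, adjusted p under 0.05) and 268 of 10095 between the label series of the 50 and 100 pg controls. Of 100 splits of the same samples, 1 gave as many genes as the real one in the former test and 1 in the latter, the real one each time, and the largest other splits gave 18 and 1 genes. Chance in forming the groups can thus be excluded for either. E330011O21Rik had 396 ± 395 (SD, n = 9) normalized counts at 100 pg and 0.0683 at 10 pg (adjusted p = 6.19e-07 from edgeR), higher in 9 of 9 samples than in any of the 12. Hsd17b12 and Kin were also higher at 100 pg, with 142 and 170 against 1.05 and 1.58. Ftl1 fell by 2.80 on the log2 scale (standard error 0.511, adjusted p = 0.000794 from edgeR), lower in 9 of 9 samples than in any of the 12, and Pcolce and Scn4b fell by 2.79 and 2.71.

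Between label series, Gm12504 had 375 ± 443 (SD, n = 9) counts in the HRTms controls and 2.92 in the others (adjusted p = 0.000139 from edgeR), higher in 9 of 9 samples, and Cspp1 and Med26 had 151 and 189.7 against 0 and 1.72. Zc3h7b fell by 3.62 on the log2 scale, to 37.9 ± 34.6 (SD, n = 9) counts from 586 ± 589 (SD, n = 9; adjusted p = 0.00671 from edgeR), lower in 9 of 9 samples. 2310033P09Rik fell by 4.18, and Tkt had 2.07 against 185.6 counts. All of these controls are described as heart RNA. Handling, batch and any biological cause were not tested for either contrast. In the 50 and 100 pg controls and the rat neurons, 0 of 18 tests of single samples on depth, genes and shares of reads passed Dixon's limit. The 12 controls of 10 pg were too many for this test. Within groups, 0 pairs of samples were identical.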
